# IGF2BP3 enhances ferroptosis resistance in colon cancer by stabilizing SLC7A11 and is regulated by miR-98-5p

**DOI:** 10.3389/fonc.2025.1576895

**Published:** 2025-06-03

**Authors:** Yaya Sun, Qingwei Liu, Junjie Wu, Guangqing Jiang, Hongzhou Shi, Yihong Zhang, Yanxuan Ling, Weimin Sun, Xin Shi, Congxing Liu

**Keywords:** IGF2BP3, colon cancer, ferroptosis, miR-98-5p, SLC7A11

## Abstract

**Purpose:**

Colon cancer remains a global health challenge with rising mortality, necessitating novel therapeutic strategies. IGF2BP3, an oncogenic RNA-binding protein, is implicated in colon cancer progression, while its role in ferroptosis regulation remains unclear. This study investigates IGF2BP3’s role in ferroptosis regulation and its interplay with miR-98-5p in colon cancer, aiming to identify therapeutic targets for enhancing ferroptosis sensitivity.

**Methods:**

Bioinformatics analyses (TCGA, UALCAN, GEPIA) assessed IGF2BP3 expression and prognostic relevance in colon cancer. The expression of IGF2BP3 in clinical samples were analyzed via immunohistochemistry (IHC) and Western blotting. IGF2BP3-knockdown (KD) cell lines (HCT116/DLD-1) were generated using lentiviral shRNA. Ferroptosis sensitivity was evaluated via CCK-8 assays, MDA/ROS quantification, and rescue experiments with ferrostatin-1. Transcriptomic sequencing, RNA immunoprecipitation (RIP), and RNA stability assays identified IGF2BP3-regulated targets. Dual-luciferase reporter assays validated miR-98-5p-IGF2BP3 interactions. Xenograft models assessed in vivo tumor growth.

**Results:**

IGF2BP3 was significantly upregulated in colon cancer tissues and correlated with advanced T-stage, higher clinical stage, and poor survival (p<0.05). Knockdown of IGF2BP3 enhanced erastin-induced ferroptosis sensitivity, marked by elevated MDA and ROS levels, reversible by ferrostatin-1. Mechanistically, IGF2BP3 stabilized SLC7A11 mRNA via direct binding and SLC7A11 overexpression rescued ferroptosis resistance in IGF2BP3-KD cells. miR-98-5p directly targeted IGF2BP3’s 3′-UTR, suppressing its expression and enhancing ferroptosis sensitivity. In vivo, IGF2BP3-KD suppressed tumor growth and reduced Ki67/SLC7A11 expression.

**Conclusion:**

IGF2BP3 drives ferroptosis resistance in colon cancer by stabilizing SLC7A11 mRNA, while miR-98-5p antagonizes this pathway via IGF2BP3 downregulation. Targeting the miR-98-5p/IGF2BP3/SLC7A11 axis offers a promising therapeutic strategy to enhance ferroptosis sensitivity and improve colon cancer outcomes.

## Introduction

Colorectal cancer (CRC) ranks as a leading type of malignant neoplasm affecting the digestive tract. According to GLOBOCAN 2020 statistics, CRC ranks as the third most common cancer globally and is the second leading cause of cancer-related deaths (1). Alarmingly, it is projected that by 2030, the number of new CRC cases will exceed 2.2 million, with approximately 1.1 million deaths (2). The hallmarks of cancer are a set of capabilities acquired by human cells as they transition from a normal state to a tumor growth state, with one of the key characteristics being resistance to cell death (3). Historically, apoptosis was deemed the principal mode of regulated cell death (RCD). However, the discovery of ferroptosis, a non-apoptotic form of cell death identified by Scott J. Dixon in 2012, has provided novel insights into tumor development and therapeutic strategies (4, 5). Accumulating evidence suggests that ferroptosis plays a crucial role in tumor suppression and immune surveillance (5, 6). Multiple tumor suppressors have been identified as key regulators that sensitize cells to ferroptosis, thereby contributing to their antitumor activity. Notably, p53 promotes ferroptosis by inhibiting SLC7A11 transcription, a mechanism contributing to its tumor-suppressive role both *in vitro* and *in vivo* (7, 8).

IGF2BP3, a member of the insulin-like growth factor 2 mRNA-binding protein family, has recently been identified as an m6A reader (9). Structurally, IGF2BP3 contains two RNA recognition motifs (RRMs) and four K homology (KH) domains (10). Through its KH domains, IGF2BP3 recognizes m6A-modified RNA sites, enhancing RNA stability and promoting translational efficiency in an m6A-dependent manner (9). Previous studies have demonstrated that IGF2BP3 regulates multiple oncogenic processes in CRC, including cell proliferation, apoptosis, metastasis, angiogenesis, and resistance to cetuximab (11–14). Moreover, IGF2BP3 has been shown to modulate ferroptosis in lung cancer (15) and liver cancer (16). However, its specific role in regulating ferroptosis in colon cancer cells remains largely unexplored.

MicroRNAs (miRNAs), characterized by their brief, single-stranded RNA structure, typically consist of 19 to 25 nucleotide residues. It is estimated that nearly half of all protein-coding genes are subject to miRNA-mediated regulation (17). Importantly, dysregulation of miRNAs is a critical feature of human cancers, influencing key oncogenic processes such as proliferation, angiogenesis, apoptosis, invasion and metastasis (18–20), as well as drug resistance (21). Notably, miR-98-5p has been reported to be significantly downregulated in CRC cell lines (LOVO, HT-29, HCT15, HCT116, SW116) and hepatocellular carcinoma cell lines (HepG2, Hep3B, LM3, and SMCC7721) compared to normal cells (22, 23). Functionally, miR-98-5p is implicated in the regulation of cell proliferation, metastasis, and drug resistance in tumor cells (24, 25). A recent bioinformatics analysis indicated that the ceRNA axis (LINC02432/hsa-miR-98-5p) is significantly positively correlated with the ferroptosis inhibition gene set score (R = 0.66, p < 0.001) (26). The study further demonstrated that the expression of SLC7A11, a critical regulator of ferroptosis, is negatively correlated with hsa-miR-98-5p expression (26). Despite these findings, its role of miR-98-5p in ferroptosis regulation in colon cancer remains unclear.

The current investigation seeks to delineate the functions of IGF2BP3 and miR-98-5p in the ferroptotic pathway of colon cancer cells. Insights into the mechanisms governing their contribution to ferroptosis could potentially lead to the conception of novel treatment modalities for colon cancer.

## Materials and methods

### Bioinformatics

The study utilized publicly available data from The Cancer Genome Atlas - Colon Adenocarcinoma (TCGA-COAD) dataset (https://portal.gdc.cancer.gov/), comprising 449 colon cancer cases and 41 normal cases, for analyzing the expression of IGF2BP3 in colon cancer. Protein expression levels of IGF2BP3 were analyzed and visualized using the UALCAN database (http://ualcan.path.uab.edu/). Survival outcomes were assessed through overall survival analysis conducted using the GEPIA platform (http://gepia.cancer-pku.cn/). Following IGF2BP3 knockdown (KD), transcriptome sequencing was performed on sh-NC and sh-IGF2BP3 cells. Differentially expressed genes were identified using |FoldChange| > 1.5 and padj < 0.05 as filtering criteria. Gene Ontology (GO) and KEGG pathway enrichment analyses were conducted and visualized using R software. To identify IGF2BP3 targets, transcriptome sequencing data were integrated with crosslinking immunoprecipitation and high-throughput sequencing (CLIP-seq) data from the GEO database (https://www.ncbi.nlm.nih.gov/gds/) and ferroptosis-related genes retrieved from the FerrDb database (http://www.zhounan.org/ferrdb/current/). Transcriptomic co-expression patterns between IGF2BP3 and SLC7A11 were systematically analyzed using GEPIA and TIMER 2.0 (http://timer.comp-genomics.org) platforms (27). To identify miRNAs potentially regulating IGF2BP3, predictions were performed using the TargetScan 8.0 (https://www.targetscan.org/vert_80/), miRDB database (https://mirdb.org/) and miRTarBase database (https://mirtarbase.cuhk.edu.cn/). TargetScan 8.0 was further employed to predict potential binding sites within the IGF2BP3 sequence (28).

### Patients sample

The study analyzed 26 paired colon cancer and adjacent non-tumor tissues, along with 153 additional cancer specimens collected from January 2016 to December 2019. IGF2BP3 expression was evaluated via immunohistochemistry, with patients subsequently divided into high and low expression cohorts for the purpose of correlating these levels with their clinicopathological characteristics and prognostic outcomes. The study excluded individuals who had undergone neoadjuvant chemotherapy or radiotherapy prior to surgery, those with carcinoma *in situ*, non-adenocarcinomatous tumors, appendiceal cancers, as well as cases of metastasis or relapse. Postoperative adjuvant therapies followed standard protocols and dosages. Informed consent was obtained from all patients prior to their enrollment in the study, and ethical authorization was granted by the Independent Ethics Committee for Clinical Research at affiliated Zhongda Hospital of Southeast University.

### Immunohistochemical staining

Paraffin-embedded tissue sections underwent immunohistochemical processing, involving deparaffinization, sequential rehydration through a descending series of ethanol concentrations (100%, 95%, 75%), and antigen retrieval via 0.01 M sodium citrate buffer (pH 6.0). Endogenous peroxidase inhibition was achieved with 3% H_2_O_2_ for 10–20 minutes at 37°C, followed by overnight incubation at 4°C with primary antibodies targeting IGF2BP3(A23295; 1:500; Abclonal, Wuhan, China) or SLC7A11(HA721868; 1:100; HUABIO, Hangzhou, China). Subsequently, sections were treated with HRP-labeled secondary antibodies (ZSGB-BIO, China) at 37°C for 20 minutes, followed by 3,3’-diaminobenzidine (DAB, ZSGB-BIO, China) chromogenic reaction and hematoxylin counterstaining. The Pannoramic SCAN system(3DHISTECH, Hungary) was employed for high-resolution imaging of the stained sections. Semi-quantitative analysis of staining intensity(0: no signal; 1: weak; 2: moderate; 3: strong) and distribution(0: 0–5%; 1: 5–25%; 2: 25–50%; 3: 50–75%; 4: 75–100%) was performed, with the median score serving as the threshold for categorization.

### Cell culture

Human colon cancer cell lines HCT116, DLD-1, RKO, SW480 and SW620 were purchased from Zhong Qiao Xin Zhou Biotechnology (Shanghai, China). The culture conditions for these cells were as follows: HCT116, SW620, and SW480 were maintained in DMEM (meilunbio, China) with supplementation of 10% FBS (Homeland Bio, China) and 1% penicillin/streptomycin (Beyotime, China), within an incubator at 37°C and a 5% CO2 environment. DLD-1 cells were grown in RPMI-1640 medium (meilunbio, China), while RKO cells were cultured in MEM (meilunbio, China); both were supplemented with 10% FBS (Homeland Bio, China) and 1% penicillin/streptomycin (Beyotime, China), and incubated at the same temperature and CO2 concentration as the other cell lines.

### Western blotting analysis

Cellular proteins were isolated from each experimental group using a lysis buffer (P0013, Beyotime, China) enhanced with a protease inhibitor mixture (P1005, Beyotime, China). Protein quantification was achieved with a BCA assay kit (MA0082, Meilunbio, China). A uniform quantity of 20 μg of protein was electrophoretically separated on 4-20% SDS-PAGE gels (ACE Biotechnology, China) and subsequently transferred to 0.45 μm PVDF membranes (Millipore, USA). Membranes were blocked with 5% nonfat milk for an hour at room temperature before being exposed to primary antibodies overnight at 4°C. The primary antibodies employed included IGF2BP3 (A23295; 1:500; Abclonal, Wuhan, China), SLC7A11 (CY7046; 1:1000; Abways, China), and GAPDH (A19056; 1:5000; Abclonal, Wuhan, China). Post incubation, the membranes were washed with TBST and then treated with HRP-linked secondary antibodies (AS014; 1:5000; Abclonal, Wuhan, China) for an hour at room temperature. Protein bands were detected using an ECL kit (Life-iLab, China) and captured on the Tanon luminescence imaging system. The raw western blot images are included in the **Supplementary Materials** section.

### knockdown of IGF2BP3

shRNA targeting human IGF2BP3 (sh-IGF2BP3: 5′-GGCTCAGGGAAGAATTTAT-3’) and a scrambled control sequence were packaged into lentiviruses by GenePharma (Shanghai, China). Lentiviruses (multiplicity of infection, MOI = 10) were used to infect HCT116 and DLD-1 cells in the presence of 8μg/mL polybrene (GenePharma, Shanghai, China). Stable IGF2BP3 KD cell lines (HCT116-sh/DLD-1-sh) and control cell lines (HCT116-scr/DLD-1-scr) were selected using 2μg/mL puromycin (Beyotime, China) for 72 hours. The efficiency of the knockdown was validated through qPCR and Western blot analysis.

### Plasmids and drugs

IGF2BP3-overexpressing plasmids were generated by GenePharma (Shanghai, China). Erastin (SparkJade, China) and ferrostatin-1 (SparkJade, China) were used as treatments in cellular experiments.

### CCK8 assay

The viability of cells was evaluated with the Cell Counting Kit-8 (CCK-8) (MedChemExpress, USA). Cells were plated at a density of 8000 cells per well in 96-well plates and allowed to adhere for 24 hours. Thereafter, the cells were exposed to erastin (SparkJade, China) and Ferrostatin-1 (SparkJade, China) at specified concentrations, followed by a 24-hour incubation period. Then, 100 μL of medium containing 10 μL CCK-8 was added, and the plates were incubated for 2 hours at 37°C in the dark before measuring absorbance at 450 nm with a BioTek microplate reader(BioTek, USA).

### MDA assay

Intracellular MDA concentrations were determined in cells cultured in 6-well plates through the use of a lipid peroxidation MDA assay kit (Beyotime, China), with procedures conducted in accordance with the manufacturer’s guidelines. Protein concentrations were determined using a BCA protein assay kit (Meilunbio, China). The MDA content was normalized to protein concentration to calculate the MDA/protein ratio.

### ROS assay

Following overnight seeding in 6-well plates, cells were subjected to three PBS washes prior to a 30-minute incubation with dihydroethidium (Elabscience, E-BC-F005) at 37°C under 5% CO_2_, in darkness. Subsequent to incubation, the cells were subjected to three rinses with PBS, followed by dissociation and subsequent suspension in 500 μL of PBS. Fluorescence readings were taken at excitation and emission wavelengths of 300 nm and 610 nm, respectively. For cell counting, 20 μL of each cell suspension was loaded into a cell counting plate and analyzed using an automated cell counter(Countstar, China).

### RNA extraction, reverse transcription and quantitative PCR

Total RNA extraction from cells was carried out using Trizol reagent (Vazyme, CAT#R411-01), and cDNA synthesis was achieved with the HiScript III RT SuperMix for qPCR kit (Vazyme, CAT#R323-01). RT-qPCR was conducted in triplicate using the Taq Pro Universal SYBR qPCR Master Mix (Vazyme, Q712-02) on the LineGene 9600 Plus system (BIOER Technologies, Hangzhou, China). GAPDH served as the internal control for gene expression normalization. Relative RNA expression levels were determined by the 2^-ΔΔCt method. The sequences of the primers employed in the RT-qPCR are detailed in **Supplementary Table S2**.

### RNA immunoprecipitation

The RNA immunoprecipitation (RIP) was performed utilizing the BersinBio RNA Immunoprecipitation Kit (Cat#Bes5101), adhering to the manufacturer’s recommended protocol. Cell lysates were allocated into three distinct fractions: 0.8 mL for the IP group, 0.8 mL for the IgG group, and 0.1 mL for the Input group. The IP and IgG groups were incubated overnight at 4°C with 5 μg of anti-IGF2BP3 antibody (ab313556; Abcam, UK) or IgG antibody, respectively. The next day, 20 µL of protein A/G magnetic beads were added to each sample and incubated for 1 hour at 4°C. After collection of the magnetic beads with a Millipore magnetic stand, the RNA-protein complexes were eluted. The RNA was then extracted and purified, followed by the quantification of the target RNA levels through RT-qPCR.

### RNA stability assay

The stability of SLC7A11 mRNA was evaluated by treating cells with Actinomycin D (MedChemExpress) at a concentration of 5 μg/mL for 0, 3, and 6 hours. Total RNA was extracted using Trizol reagent (Vazyme, CAT#R411-01) at each time point, and the expression of SLC7A11 mRNA was determined via RT-qPCR. The mRNA degradation rate and half-life were calculated based on established methodologies (9).

### Dual−luciferase reporter assay

To evaluate the interaction between miR-98-5p and the 3′-untranslated region (3′-UTR) of IGF2BP3, wild-type (WT) and mutant (MUT) IGF2BP3 sequences predicted to bind miR-98-5p were amplified and cloned into pmiRGLO vectors (GenePharma). HEK293T cells were planted in 12-well plates and cultured overnight at 37°C. On the subsequent day, they were cotransfected with 50 pmol (100 nM) miR-98-5p mimics and 1 μg of plasmids carrying the WT or MUT IGF2BP3 3’ UTR using GP-transfect-Mate (GenePharma). After 48 hours, the luciferase assay was conducted using the Dual Luciferase Reporter Gene Assay Kit (GenePharma). The efficiency of binding was evaluated by normalizing the firefly luciferase activity against the renilla luciferase activity.

### Subcutaneous xenografts of nude mice

Ten five-week-old BALB/c-nude mice were acquired from Changzhou Cavens Experimental Animal Co. Ltd. and randomly divided into two groups: HCT116-shNC and HCT116-shIGF2BP3. Each mouse received a subcutaneous injection of 3 × 10^6^ HCT116-shNC or HCT116-shIGF2BP3 cells in 200 μL of PBS into the dorsal flanks. Tumor growth was monitored every three days commencing one week following injection by measuring the long (L) and short (S) diameters with a vernier caliper, and tumor volumes were estimated using the formula V= L*S^2^/2. Following three weeks, the mice were humanely euthanized, and the tumors were removed, weighed, and documented photographically. Tumor tissue samples were analyzed by immunohistochemistry (IHC) to assess the expression of IGF2BP3, SLC7A11 and Ki67. The Institutional Ethics Committee of Southeast University granted approval for all animal procedures.

### Statistical analysis

Statistical analyses were conducted by using SPSS 26 (IBM, Armonk, NY, USA) and GraphPad Prism 9 (GraphPad, La Jolla, CA, USA). Data are represented as the mean values ± standard deviation, derived from three repetitions of the experiments. Statistical inference was made using Student’s t-test and one-way ANOVA. A two-tailed p-value less than 0.05 was deemed to indicate statistical significance.

## Results

### IGF2BP3 is upregulated in colon cancer and is a potential biomarker for prognosis

This study embarked on a thorough investigation of IGF2BP3 expression by examining various datasets and employing a range of experimental strategies. The analysis of the TCGA database revealed a substantial increase in IGF2BP3 mRNA expression in colon cancer samples, when compared with those from normal colonic mucosa, as represented in **Figure 1A**. This finding was corroborated by the UALCAN database, which indicated an increase in IGF2BP3 protein levels within the colon cancer tissues (**Figure 1B**). Moreover, the GEPIA database analysis indicated that patients with colon cancer who exhibited high levels of IGF2BP3 expression were correlated with an unfavorable prognosis (**Figure 1C**). To validate these findings, immunohistochemical (IHC) analysis was performed on 26 sets of tumor tissues and their adjacent normal tissue counterparts, revealing that IGF2BP3 was predominantly overexpressed in tumor tissues (**Figures 1D, E**). To confirm these results further, six matched sets of freshly procured tumor tissues and their adjacent normal tissue samples were gathered, and the expression of IGF2BP3 was evaluated through the implementation of Western blotting. The data indicated that the majority of tumors displayed a marked overexpression of IGF2BP3 relative to adjacent normal tissue (**Figure 1F**). Then, we extended IHC analysis to a cohort of 153 colon cancer cases with detailed clinicopathological and follow-up data. The upregulated expression of IGF2BP3 was found to be intimately linked with a more advanced T classification, a higher clinical stage, and a diminished overall survival rate, which collectively underscores its potential utility as a pivotal prognostic biomarker (**Table 1**; **Figure 1G**). These cumulative results highlight the increased expression of IGF2BP3 in colon cancer, suggesting a potential link to a less favorable prognosis.

**Figure 1:**
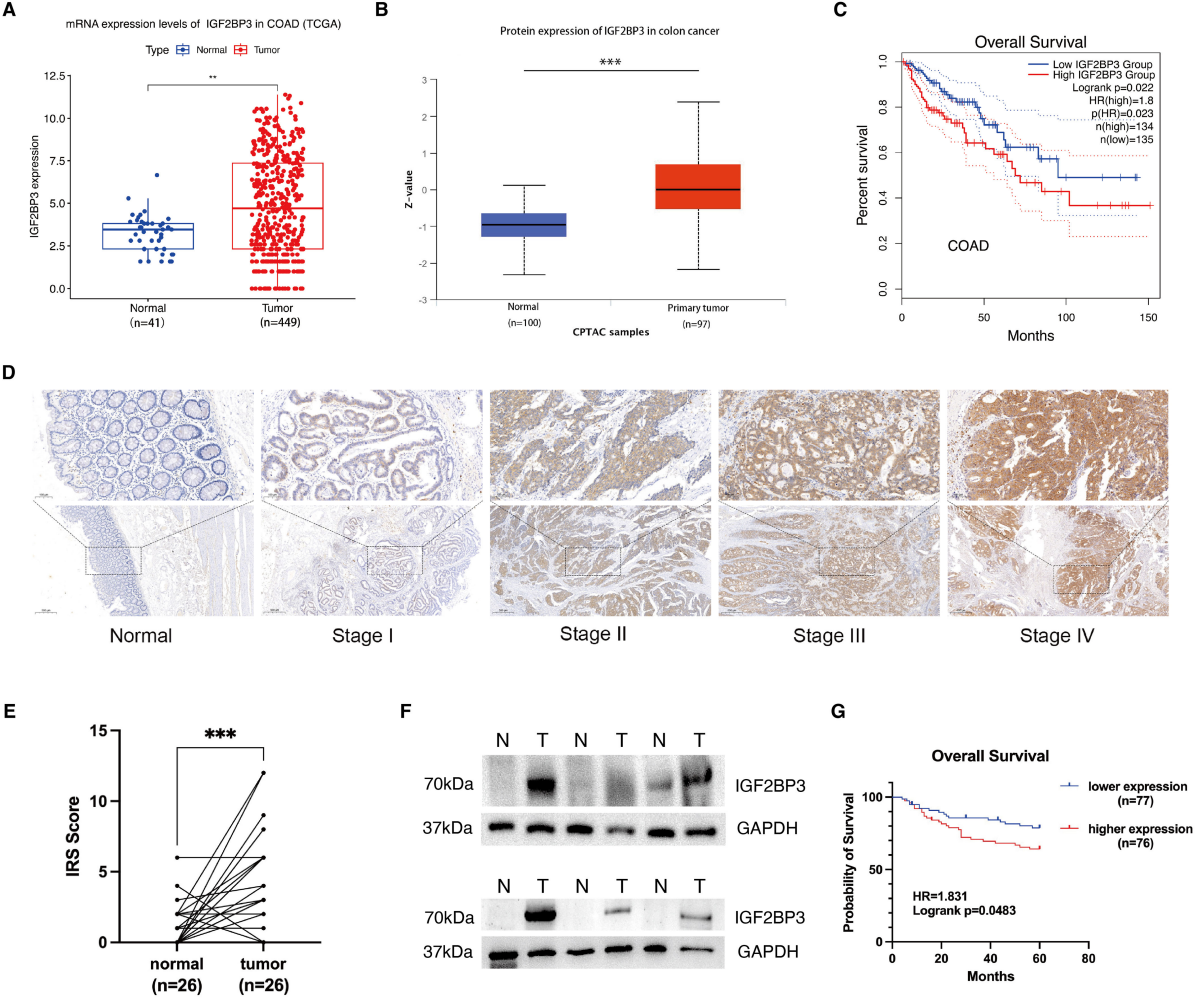
IGF2BP3 is upregulated in colon cancer and high IGF2BP3 expression indicates poor prognosis. **(A)** Expression of IGF2BP3 in paired adjacent–tumorous tissues in COAD patients in TCGA database. **(B)** Expression of IGF2BP3 in normal and COAD tissues as analyzed using the UALCAN database. **(C)** Overall survival curves obtained from GEPIA database based on IGF2BP3 expression in COAD patients. **(D)** Representative IHC images of IGF2BP3 in normal tissues and tumorous tissues from different TNM stages. **(E)** Statistics of the IGF2BP3 IHC scores from 26 pairs of tumor and adjacent normal tissues. **(F)** WB analysis of six pairs of fresh tumor and adjacent normal tissue samples. **(G)** Overall survival curves based on IGF2BP3 expression in 153 colon cancer patients in Zhongda Hospital Affiliated to Southeast University. Statistical analysis was performed using t-test **(A, B)**, or paired t-test ANOVA **(E)**. **P < 0.01, ***P < 0.001.

**Table 1:** Relationship between IGF2BP3 expression and the clinicopathological features in colon cancer patients.

Pathological characteristics	Low expression (n=77)	High expression (n=76)	X^2^ value	P value
TNM stage Stage I Stage II Stage III Stage IV	12(15.6%) 35(45.5%) 27(35.1%) 3(3.9%)	3(3.9%) 30(39.5%) 35(46.1%) 8(10.5%)	9.083	0.028^*^
T stage T_1_ T_2_ T_3_ T_4_	4(5.2%) 8(10.4%) 57(74.0%) 8(10.4%)	0(0.0%) 4(5.3%) 58(76.3%) 14(18.4%)	8.564	0.036^*^
N stage N**_0_** N**_1-2_**	47(61.0%) 30(39.0%)	32(42.1%) 44(57.9%)	5.490	0.019^*^
M stage M**_0_** M**_1_**	74(96.1%) 3(3.9%)	68(89.5%) 8(10.5%)	2.520	0.112
Differentiation Low grade High grade	67(87.0%) 10(13.0%)	62(81.6%) 14(18.4%)	0.854	0.355
Nerve invasion No Yes	62(80.5%) 15(19.5%)	55(72.4%) 21(27.6%)	1.412	0.235
Vascular invasion No Yes	59(76.6%) 18(23.4%)	50(65.8%) 26(34.2%)	2.191	0.139
MMR state pMMR dMMR	66(85.7%) 11(14.3%)	66(86.8%) 10(13.2%)	0.041	0.839

IGF2BP3, Insulin-like growth factor 2 mRNA-binding protein 3; MMR, Mismatch repair; pMMR, Proficient mismatch repair; dMMR, Deficient mismatch repair. *P < 0.05.

### IGF2BP3 deficiency promotes ferroptosis in colon cancer cells

To select the appropriate cell line for IGF2BP3 knockdown, our initial investigation involved measuring the IGF2BP3 expression in a panel of five colon cancer cell lines. HCT116 and DLD-1, characterized by their comparatively high levels of IGF2BP3 expression, were chosen for subsequent phenotypic experiments (**Figure 2A**). To elucidate the potential role of IGF2BP3 in the modulation of ferroptosis within colon cancer, we created stable cell lines by employing lentiviral vectors to mediate the knockdown of IGF2BP3 in both HCT116 and DLD-1 cells (**Figures 2B, C**). To delve into the connection between IGF2BP3 and ferroptosis, two IGF2BP3 KD cell lines were treated with varying concentrations of erastin. The results indicated that a deficiency in IGF2BP3 markedly enhanced the susceptibility of colon cells to erastin-triggered cell death (**Figures 2D, E**). Furthermore, a CCK-8 assay indicated that erastin-induced cell death was augmented in IGF2BP3-knockout cells, an effect that was considerably rescued by the ferroptosis inhibitor ferrostatin-1 (**Figures 2F, G**). These findings suggest that IGF2BP3 knockdown sensitized CRC cells to erastin-induced cell death. Additional analyses were performed to examine the accumulation of malondialdehyde (MDA) levels and reactive oxygen species (ROS) levels. The findings revealed that cells with IGF2BP3 deficiency exhibited a marked increase levels in MDA (**Figures 2H, I**) and ROS (**Figures 2J, K**), and these effects were reversed upon treatment with ferrostatin-1. Together, the collected evidence indicates that IGF2BP3 deficiency increases the vulnerability of colon cancer cells to ferroptosis.

**Figure 2:**
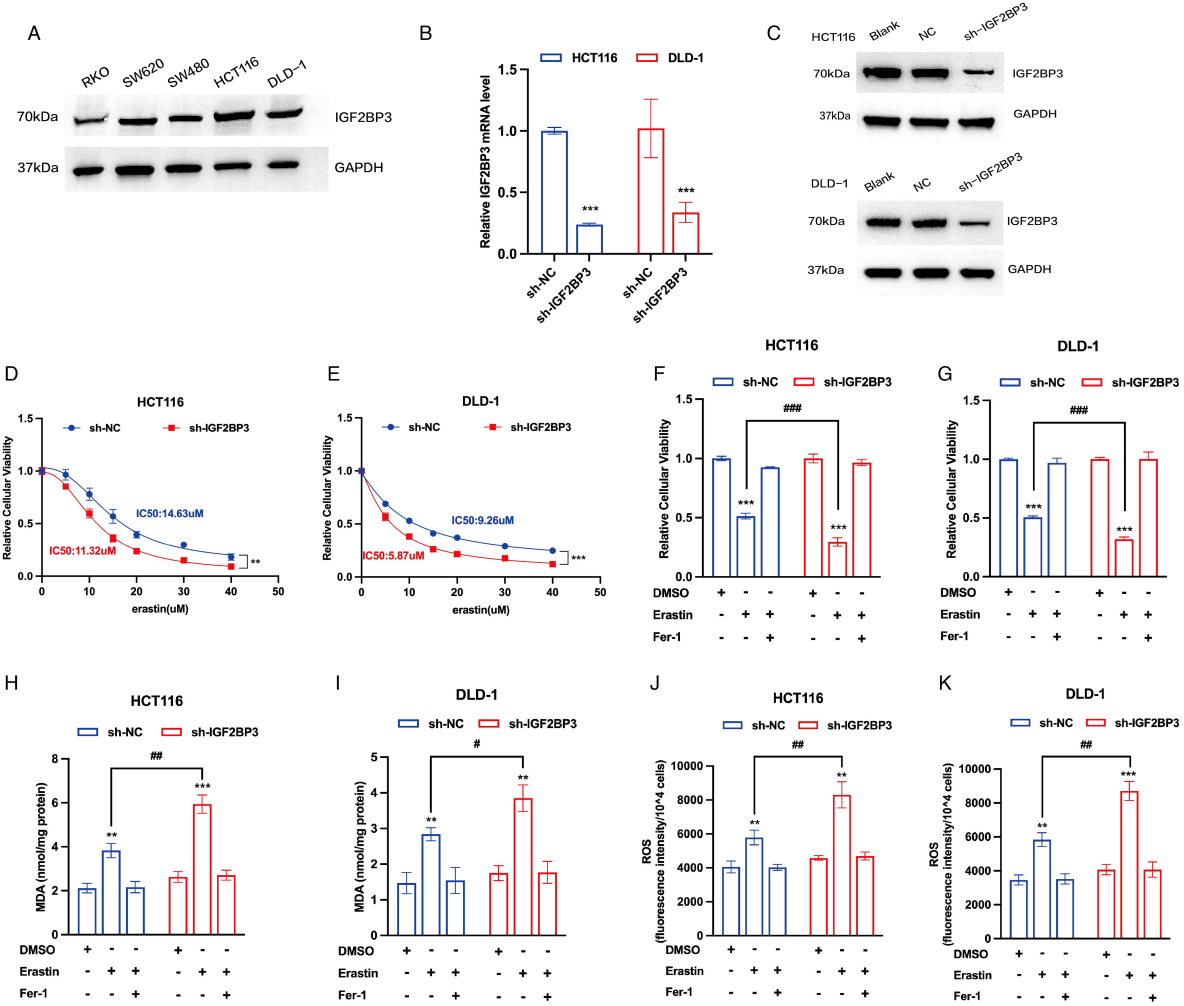
IGF2BP3 deficiency promotes ferroptosis in colon cancer cells. **(A)** The expression of IGF2BP3 in various colon cancer cell lines performed by Western Blotting analysis. **(B,C)** Knockdown of IGF2BP3 in HCT116 and DLD-1 confirmed by qPCR and Western Blotting analysis. **(D,E)** Viability curves of HCT116 and DLD-1 cells with or without IGF2BP3 knockdown treated with erastin for 24h at the indicated concentrations. **(F-K)** Relative cellular viability **(F,G)**, MDA levels **(H,I)** and intracellular ROS levels **(J,K)** of HCT116 and DLD-1 cells with or without IGF2BP3 knockdown under the indicated conditions with treatment of erastin (15 μM, 24 h; F,H,J) or erastin (10 μM, 24 h; G,I,K). HCT116 and DLD-1 cells were also treated with or without ferrostatin-1 (2 μM, 24 h). All experiments were repeated three times, and the data are shown as the mean ± SD. Statistical analysis was performed using t-test. **P < 0.01, ***P < 0.001. #P < 0.05, ##P < 0.01, ###P < 0.001.

### Knockdown of IGF2BP3 repressed tumor growth *in vivo*

Then, we assessed the *in vivo* effects of IGF2BP3 knockdown on tumor progression via the application of a xenograft model. Consistent with our *in vitro* findings, knockdown of IGF2BP3 significantly suppressed xenograft growth in nude mice, which was demonstrated by a decrease in both tumor volume and tumor weight (**Figures 3A-C**). Furthermore, immunohistochemical analysis revealed that the downregulation of IGF2BP3 resulted in a significant decrease in Ki67 expression, a recognized indicator of tumor proliferation (**Figure 3D**). The findings imply that IGF2BP3 is essential for promoting tumor growth *in vitro*.

**Figure 3:**
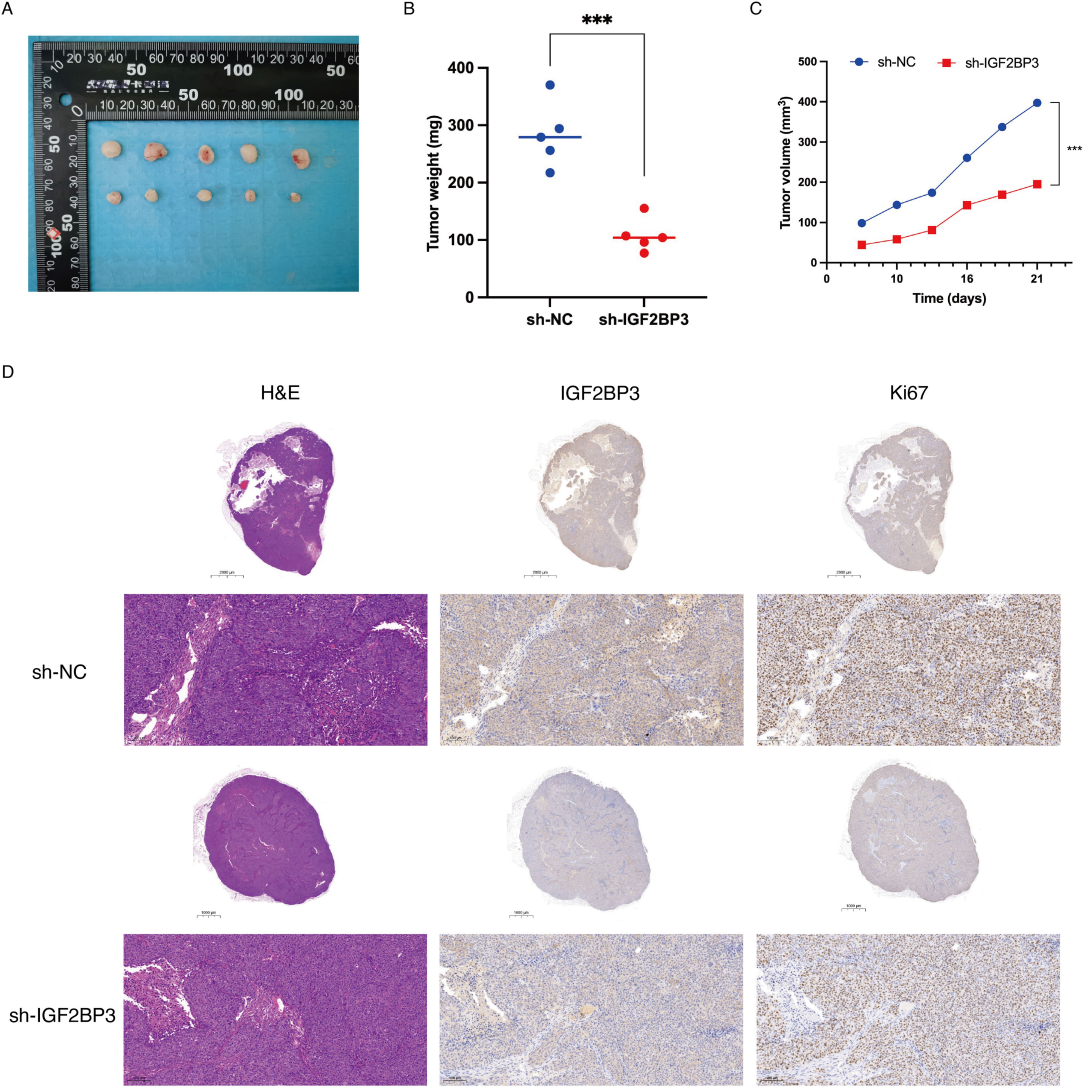
Knockdown of IGF2BP3 repressed tumor growth *in vivo*. **(A)** Subcutaneous tumors were observed at 21 days in two different groups (n=5) and the excised tumors were photographed. **(B)** Nude mice were sacrificed, and xenografts were harvested and weighed. **(C)** Tumor growth curve after the injection of IGF2BP3 knockdown HCT116 cells and control cells into nude mice. **(D)** Representative images of H&E and IHC staining for xenografts derived from HCT116 cells. IHC staining was performed for the detection of IGF2BP3 and Ki67 expression in the xenografts.

### IGF2BP3 regulates ferroptosis in colon cancer cells through its interaction with SLC7A11

To delve deeper into the underlying mechanisms through which IGF2BP3 governs ferroptosis in colon cancer cell, we performed transcriptomic sequencing on three pairs of negative control and IGF2BP3 KD cells. 

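The sequenced cells were HCT116, a human colon cancer cell line, with 3 sh-NC libraries from cells carrying a scrambled control and 3 sh-IGF2BP3 libraries from cells carrying an shRNA against IGF2BP3. The shRNA sequence GGCTCAGGGAAGAATTTAT matches IGF2BP3 across the junction of exons 12 and 13 of 15, in the coding sequence (chromosome 7, 23313636 to 23317639, minus strand, GRCh38). Of the genes annotated in GENCODE 29, the only other one with these 19 bases is a processed pseudogene. The libraries were made from total RNA with a TruSeq RNA kit, and the authors deposited whole-number counts for 62710 Ensembl genes, without normalization. The deposited FPKM values are the same counts divided by the library's total and by a gene length that is identical in all 6 libraries. The paper's text does not name the aligner, the counting tool or whether reads were assigned by strand.

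The counts on genes came to 18483081, 23576469 and 17906908 in sh-NC 1, 2 and 3, and to 17462661, 16146718 and 18202601 in sh-IGF2BP3 1, 2 and 3. Libraries of the same group differed by more than counting noise, since the closest pair, sh-NC 2 and sh-NC 3, had a chi-square of 19.8 per degree of freedom. Counts were normalized by edgeR's TMM method and are given as CPM, the counts scaled to a common library total. Differences between the groups were tested over the 16753 genes kept by filterByExpr with edgeR's quasi-likelihood test, which is two-sided, and Benjamini-Hochberg (BH) adjustment.

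IGF2BP3 (ENSG00000136231; chromosome 7, 23310209 to 23470491, minus strand) was measured first, as the target of the shRNA. Its level was 90.3, 84.1 and 70.3 CPM in sh-NC 1, 2 and 3, and 60.2, 52.3 and 55.8 CPM in sh-IGF2BP3 1, 2 and 3. The means were 81.6 ± 10.2 CPM (SD, n = 3) in sh-NC and 56.1 ± 3.98 CPM (SD, n = 3) in sh-IGF2BP3 libraries, a ratio of 0.688. Every sh-IGF2BP3 library was below every sh-NC library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was −0.54 (standard error 0.181, adjusted p = 0.126 over all genes from edgeR's quasi-likelihood test with BH adjustment). Of the settings with all 6 libraries, the one that moved it most was a correction for the GC content and length of each gene's principal transcript, chosen after seeing the data, with a log2 fold change of −0.18. With the GC content and length of the genes corrected for and sh-NC 1 left out, also chosen after seeing the data, it was −0.044.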

The volcano plot revealed differentially expressed genes following IGF2BP3 knockdown (**Figure 4A**). 

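With the paper's thresholds, a fold change above 1.5 and an adjusted p under 0.05, 0 of 16753 genes were called higher and 0 lower in sh-IGF2BP3 libraries (edgeR quasi-likelihood test, BH adjustment). At an unadjusted p under 0.05 there were 2283 genes higher and 1431 lower, together 22.2% of the genes tested. The libraries of the groups did not overlap for 2206 genes higher and 1845 lower in sh-IGF2BP3, 24.2% of the genes against the 10% that chance gives for 3 libraries against 3. The lowest adjusted p, 0.0563, belonged to ARL2BP (ENSG00000102931; chromosome 16, 57245259 to 57253635, plus strand), which was chosen after its values were seen and which overlaps a gene on the opposite strand. ARL2BP rose from 2.16 ± 0.387 to 10.1 ± 2.85 CPM (SD, n = 3 libraries per group). Without sh-NC 1, the same test called 1739 genes higher and 985 lower, the largest move of any setting. DESeq2 with the same thresholds called 560 genes higher and 136 lower.

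The log2 fold changes followed the GC content of the genes, with a Spearman correlation of 0.611 across the 16236 tested genes with a known GC content, which are not independent replicates. In the eighth of these genes with the highest GC content (median 63.3%), the median deviation from the mean of the 6 libraries, in log2 CPM, was −0.11, −0.36 and −0.32 in sh-NC 1, 2 and 3, and 0.58, 0.30 and −0.04 in sh-IGF2BP3 1, 2 and 3. The slope of this deviation per 10 percentage points of GC content was lower in every sh-NC library than in every sh-IGF2BP3 library (two-sided exact permutation test, p = 0.1). The genes called by DESeq2 had a median GC content of 61.7% where higher and 39.3% where lower, against 48.7% for all genes tested. With the trends in GC content and gene length removed, a step chosen after seeing the data, DESeq2 called 76 genes higher and 8 lower, while edgeR called 0 in either direction and had 1912 genes with an unadjusted p under 0.05.

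Among 15 genes listed from the paper's text, 14 could be tested, and SOX2, with 18 counts over the 6 libraries, could not. Adjusted over the list alone, 4 of the 14 had an adjusted p under 0.05 (SLC7A11, FTH1, IGF2BP3 and GPX4), against 0 over all genes tested (edgeR quasi-likelihood test, BH adjustment). With the GC and length trends removed, SLC7A11 and FTH1 were left, and with the trends in transcript GC and length removed, 0 were. FTH1 (ENSG00000167996; chromosome 11, 61959718 to 61967634, minus strand) rose from 286 ± 177 to 1055 ± 595 CPM (SD, n = 3 each), a log2 fold change of 1.88 (standard error 0.436), but sh-IGF2BP3 3 at 375 CPM lay below sh-NC 1 at 489 CPM. Its adjusted p over all genes was under 0.05 without sh-NC 1 (0.00184), without sh-IGF2BP3 3 (0.0286) and with no filter on low counts (1.40e-11), in a range up to 0.456. GPX4 (ENSG00000167468; chromosome 19, 1103982 to 1106791, plus strand) had a log2 fold change of 0.64, which was 0.10 with the GC and length trends removed and −0.023 with the transcript trends removed.

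**Figure D1:**
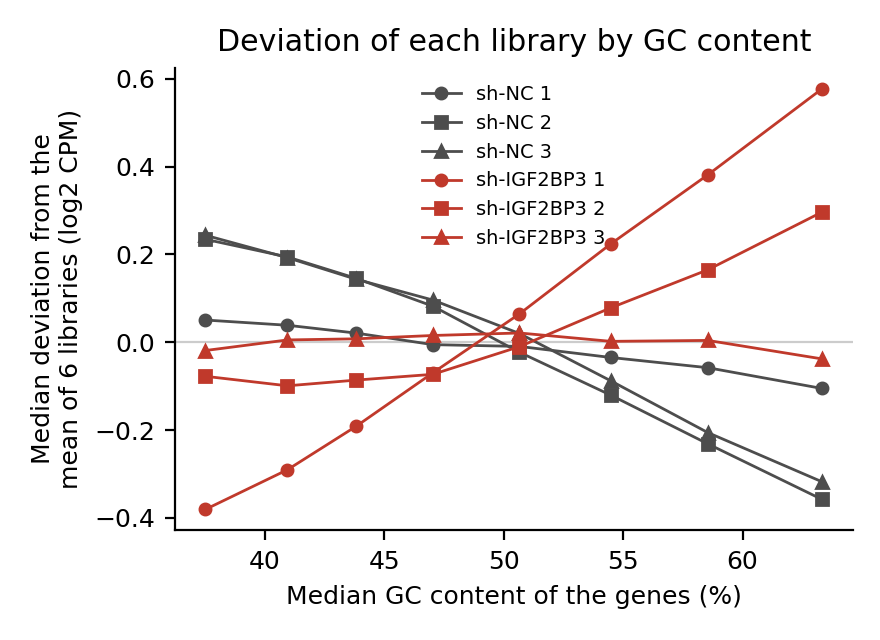
Median deviation of each library from the mean of the 6 libraries (log2 CPM, vertical axis) for 8 groups of genes ordered by GC content (%, horizontal axis). Grey lines are sh-NC 1 to 3 and red lines sh-IGF2BP3 1 to 3; at the highest GC content the lines run from −0.36 in sh-NC 2 to 0.58 in sh-IGF2BP3 1, with sh-IGF2BP3 3 near 0 throughout.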

Subsequently, we conducted Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses on these differentially expressed genes (**Figures 4B-E**). KEGG analysis indicated that IGF2BP3 participates in modulating the reactive oxygen species (ROS) signaling pathway in colorectal cancer (**Figures 4B, C**). 

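Gene lists were fixed before the data were examined, from gene families by symbol, and the shift of each list against all other genes was tested with camera, with a preset correlation of 0.01 between genes and BH adjustment over 7 lists. The oxidative phosphorylation list held 82 tested genes for nuclear-encoded subunits of the respiratory chain and ATP synthase. Its median log2 fold change was 0.56, with 73 genes higher in sh-IGF2BP3 libraries (camera, two-sided, adjusted p = 3.65e-11). The ribosomal protein list, with 84 genes, also had a median of 0.56, with 82 genes higher (camera, adjusted p = 5.84e-13). The shift of the ribosomal protein list moved most with the trends in transcript GC and length removed, chosen after seeing the data, to a median of 0.23 (adjusted p = 5.29e-08, in a range from 1.97e-28 to 0.490 over all its alternatives). Without sh-IGF2BP3 2, its median was 0.34. With the correlation between genes estimated from the data, or with the rotation test fry, none of the 7 lists had an adjusted p under 0.05, and the lowest were 0.490 and 0.196.

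The shift was not present in every sh-IGF2BP3 library. As a median deviation from the mean of the 6 libraries in log2 CPM, the oxidative phosphorylation list was at −0.05, −0.22 and −0.49 in sh-NC 1, 2 and 3, and at 0.32, 0.59 and −0.09 in sh-IGF2BP3 1, 2 and 3. The groups overlapped, since sh-IGF2BP3 3 lay below sh-NC 1 (two-sided exact permutation test on the library medians, p = 0.2). The ribosomal protein list overlapped in the same way, with −0.06 in sh-NC 1 and −0.16 in sh-IGF2BP3 3. No member of either list was a DEG in the edgeR test. Among the genes called higher by DESeq2 were 11 of 79 oxidative phosphorylation genes (Fisher's exact test, two-sided, adjusted p = 0.00157 over the 7 lists) and 13 of 84 ribosomal protein genes (adjusted p = 0.000320), against a background of the 13298 genes that DESeq2 tested.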

GO analysis elucidated that IGF2BP3 contributes to the cellular process of amino acid transport, particularly glutamate transport (**Figures 4D, E**). 

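The amino acid transporter list held the 26 tested genes of the families SLC1, SLC3, SLC7, SLC36, SLC38 and SLC43, of which 10 were higher and the others lower in sh-IGF2BP3 libraries. Its median log2 fold change was −0.27 (camera, two-sided, adjusted p = 0.0596 over the 7 lists). Removing the trends in GC content and gene length, a step chosen after seeing the data, gave −0.19 (adjusted p = 0.0144, in a range from 0.000669 to 0.490 over all alternatives), and without sh-IGF2BP3 2 the median was −0.11. The adjusted p was under 0.05 without sh-NC 3 (0.0194) and without sh-IGF2BP3 1 (0.0285). The median deviation of the list was 0.02, 0.18 and 0.21 log2 CPM in sh-NC 1, 2 and 3, and 0.01, −0.22 and −0.12 in sh-IGF2BP3 1, 2 and 3 (two-sided exact permutation test, p = 0.1). With the transcript trends removed, the groups overlapped, at 0.05, 0.13 and 0.04 in sh-NC 1, 2 and 3 and 0.11, −0.09 and −0.12 in sh-IGF2BP3 1, 2 and 3 (same test, exact, p = 0.3). DESeq2 called 3 of 24 members lower, SLC7A11, SLC1A3 and SLC38A9, named after their values were seen, and 0 higher (Fisher's exact test, two-sided, adjusted p = 0.0127).

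Of the 7 members of the glutamate and neutral amino acid transporter family SLC1, 5 could be tested. The members are named after their values were seen. SLC1A1, SLC1A2, SLC1A3 and SLC1A4 were lower, with 105 counts in all for SLC1A2, and SLC1A5 was higher with a log2 fold change of 0.45, which changed to −0.02 with the GC and length trends removed. SLC1A3 (chromosome 5, 36596588 to 36688334, plus strand) encodes a glutamate transporter. It fell from 71.6 ± 10.5 to 42.5 ± 4.13 CPM (SD, n = 3 each), a log2 fold change of −0.75 (standard error 0.188, adjusted p = 0.103 from edgeR's quasi-likelihood test), or −0.37 with the same trends removed.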

Ferroptosis is a unique form of cell death driven by iron-dependent lipid peroxidation, which involves the reaction of divalent iron with phospholipids containing polyunsaturated fatty acid peroxides (PUFAs-OOH) to generate ROS (6). Amino acid transport, especially the transport of cystine and glutamate, plays a crucial role in regulating the levels of PUFAs-OOH, thereby modulating ferroptosis (29, 30). The presented findings bolster the argument that IGF2BP3 is an active participant in the ferroptotic pathway within colon cancer cells. As IGF2BP3 is known to be an RNA-binding protein, we endeavored to identify the specific mRNAs that it targets and regulates. To investigate this, we undertook a thorough investigation of IR-PAR-CLIP-seq data utilizing anti-IGF2BP3 antibodies (GSE229653), integrated our previously obtained transcriptomic sequencing data, and examined the dataset of ferroptosis suppressor genes from the FerrDb database. Ultimately, we identified that IGF2BP3 may regulate ferroptosis in colon cancer cells through its interaction with SLC7A11 (**Figure 4F**). 

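SLC7A11 (ENSG00000151012; chromosome 4, 138164097 to 138242349, minus strand) encodes a subunit of the cystine and glutamate exchanger. Its level was 187, 236 and 189 CPM in sh-NC 1, 2 and 3, and 104, 98.6 and 104 CPM in sh-IGF2BP3 1, 2 and 3. The means were 203.9 ± 27.9 CPM (SD, n = 3) and 102.3 ± 3.15 CPM (SD, n = 3), a difference larger than the spread between replicates. The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was −0.996 (standard error 0.183), with an adjusted p of 0.103 over all genes and of 0.000772 adjusted over the list alone of the 15 genes listed from the paper's text (edgeR quasi-likelihood test, BH adjustment). SLC7A11 ranked 6 among all tested genes by unadjusted p. It passed an adjusted p of 0.05 over all genes with DESeq2 (0.000759, in a range from 0.000759 to 0.965 over all its alternatives), with no filter on low counts, without sh-NC 1, without sh-IGF2BP3 3 and, chosen after seeing the data, with DESeq2 and the gene length trend removed.

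The log2 fold change of SLC7A11 was −0.56 with the trends in GC content and gene length removed, with no overlap between the groups, and −0.46 with the trends in transcript GC and length removed, where the groups overlapped. Both corrections were chosen after seeing the data. A gene on the opposite strand, SLC7A11-AS1 (chromosome 4, 138057464 to 138178177, plus strand), overlaps it and had counts of 69, 117 and 64 in sh-NC 1, 2 and 3 and of 33, 24 and 43 in sh-IGF2BP3 1, 2 and 3. From the overlap of IR-PAR-CLIP targets of IGF2BP3, the transcriptomic data and ferroptosis suppressor genes in FerrDb, the paper proposes that IGF2BP3 acts on ferroptosis through its interaction with SLC7A11. The IR-PAR-CLIP data and the FerrDb list were not analysed here.

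**Figure D2:**
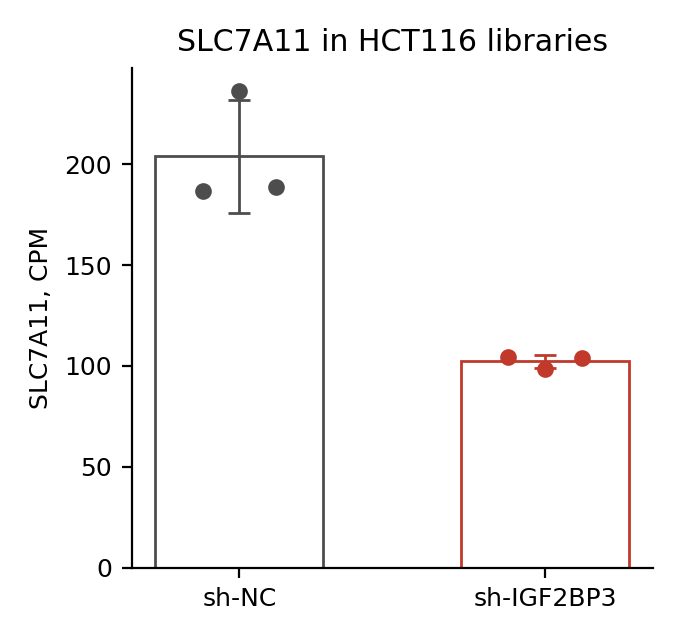
Level of SLC7A11 (CPM, vertical axis) in sh-NC and sh-IGF2BP3 libraries of HCT116 cells; points are the 3 libraries of each group, bars the mean and error bars the SD. The sh-NC libraries lie between 187 and 236 CPM and the sh-IGF2BP3 libraries between 98.6 and 104 CPM.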

Subsequently, we investigated the co-expression relationship between IGF2BP3 and SLC7A11 in public databases. Analysis of GEPIA database revealed a statistically significant positive correlation between IGF2BP3 expression and SLC7A11 levels (r = 0.21, p < 0.001) (**Figure 4G**). Similarly, interrogation of the TIMER database confirmed this association, with IGF2BP3 expression demonstrating a significant positive correlation with SLC7A11 expression (r = 0.278, p < 0.001) (**Figure 4H**).

**Figure 4:**
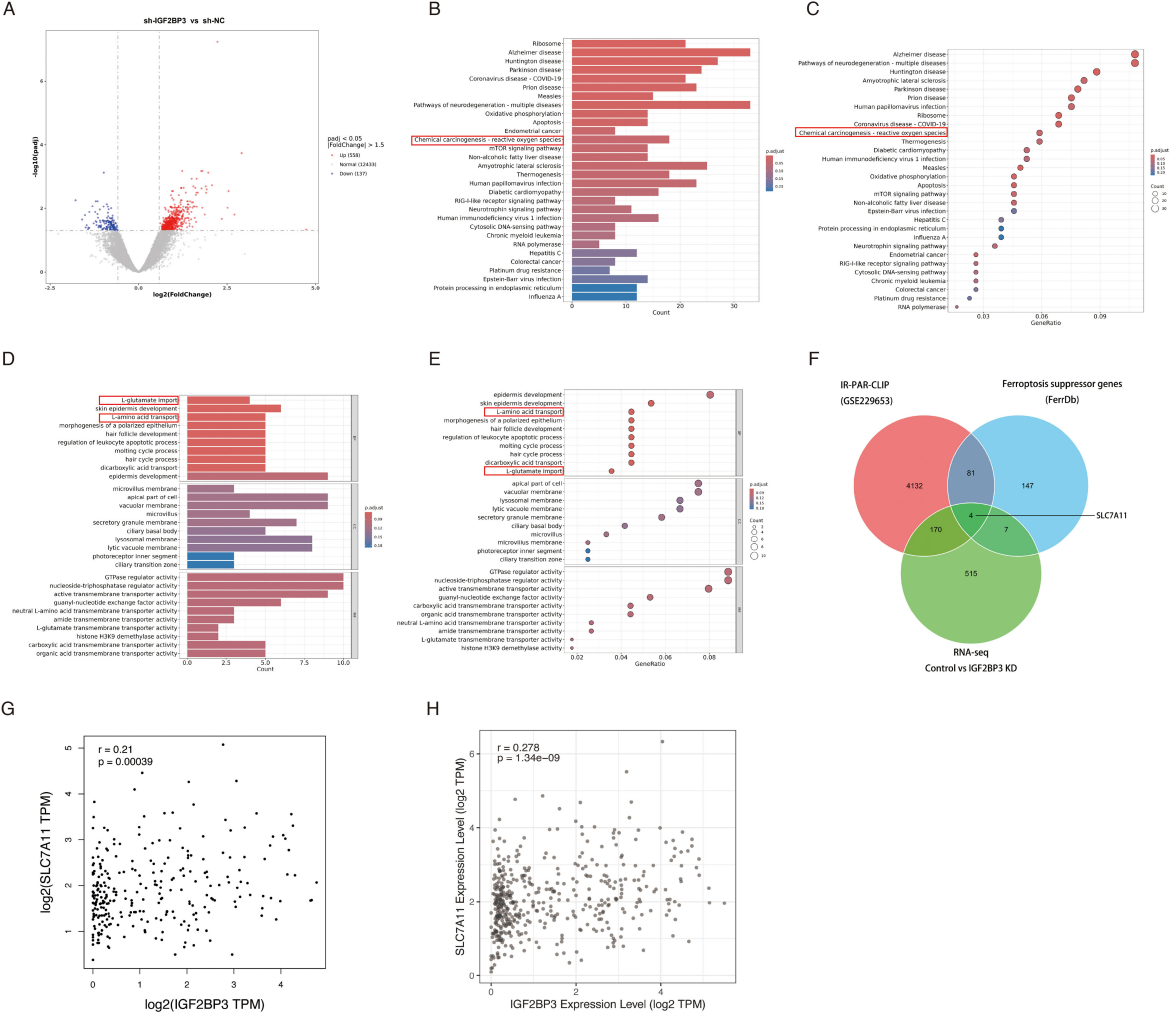
Identification of DEGs and the pathway enrichment analysis between negative control and IGF2BP3 knockdown subgroups. **(A)** Volcano plot of the DEGs expression between RSL1D1 high and low subgroups. The blue and red dots represented the significantly downregulated and upregulated genes, respectively; The black dots represented the genes without differential expression. **(B-E)** Results of GO and KEGG enrichment analysis for DEGs. The X-axis represents count or gene ratio and the Y-axis represents different enriched pathways. **(F)** The 4 IGF2BP3 mRNA targets, as revealed by comparing IR-PAR-CLIP, RNA-seq, and ferroptosis suppressor genes from FerrDb database. **(G,H)** IGF2BP3 and SLC7A11 co-expression patterns in GEPIA **(G)** and TIMER **(H)** databases.

To determine whether IGF2BP3 regulates the identified target proteins, we compared the expression level of SLC7A11 before and after IGF2BP3 knockdown in HCT116 and DLD-1 cells. A notable decline in the mRNA expression of SLC7A11 was detected in colon cancer cells following the knockdown of IGF2BP3 (**Figure 5A**). In addition, the protein levels of SLC7A11 mirrored the mRNA expression trends, being positively regulated by IGF2BP3 (**Figures 5B, C**). Consistent with these findings, immunohistochemical analysis of xenograft tumor demonstrated that IGF2BP3 knockdown significantly reduced SLC7A11 expression (**Figure 5D**). Then, we investigated the role of IGF2BP3 in SLC7A11 mRNA stability by treating cells with Actinomycin D (ActD), a transcription inhibitor that prevents the synthesis of new mRNA molecules. Our study revealed that the SLC7A11 mRNA in cells with IGF2BP3 knockdown underwent a quicker degradation rate relative to control cells (**Figures 5E, F**), which points to IGF2BP3’s involvement in the preservation of SLC7A11 mRNA stability. Further supporting this, RNA immunoprecipitation (RIP) analysis demonstrated that SLC7A11 mRNA was significantly enriched in the RIP products pulled down by anti-IGF2BP3 antibodies, compared to the control pulled down by anti-IgG antibodies (**Figure 5G**). This suggests that IGF2BP3 specifically binds to SLC7A11 mRNA. Subsequently, we overexpressed SLC7A11 in IGF2BP3 KD cells by transfecting with a plasmid carrying SLC7A11 (**Figure 5H**). The sensitivity of these cells to erastin was significantly reduced following SLC7A11 overexpression (**Figure 5I**). Additionally, following the overexpression of SLC7A11 in IGF2BP3 knockdown cells that were exposed to erastin, we noted a pronounced attenuation of oxidative stress, which was manifested by a considerable reduction in both MDA and ROS levels (**Figures 5J, K**). In conclusion, these findings suggest that the suppression of IGF2BP3 in colon cancer cells drives ferroptosis through the modulation of SLC7A11 mRNA stability, consequently increasing the susceptibility to ferroptosis.

**Figure 5:**
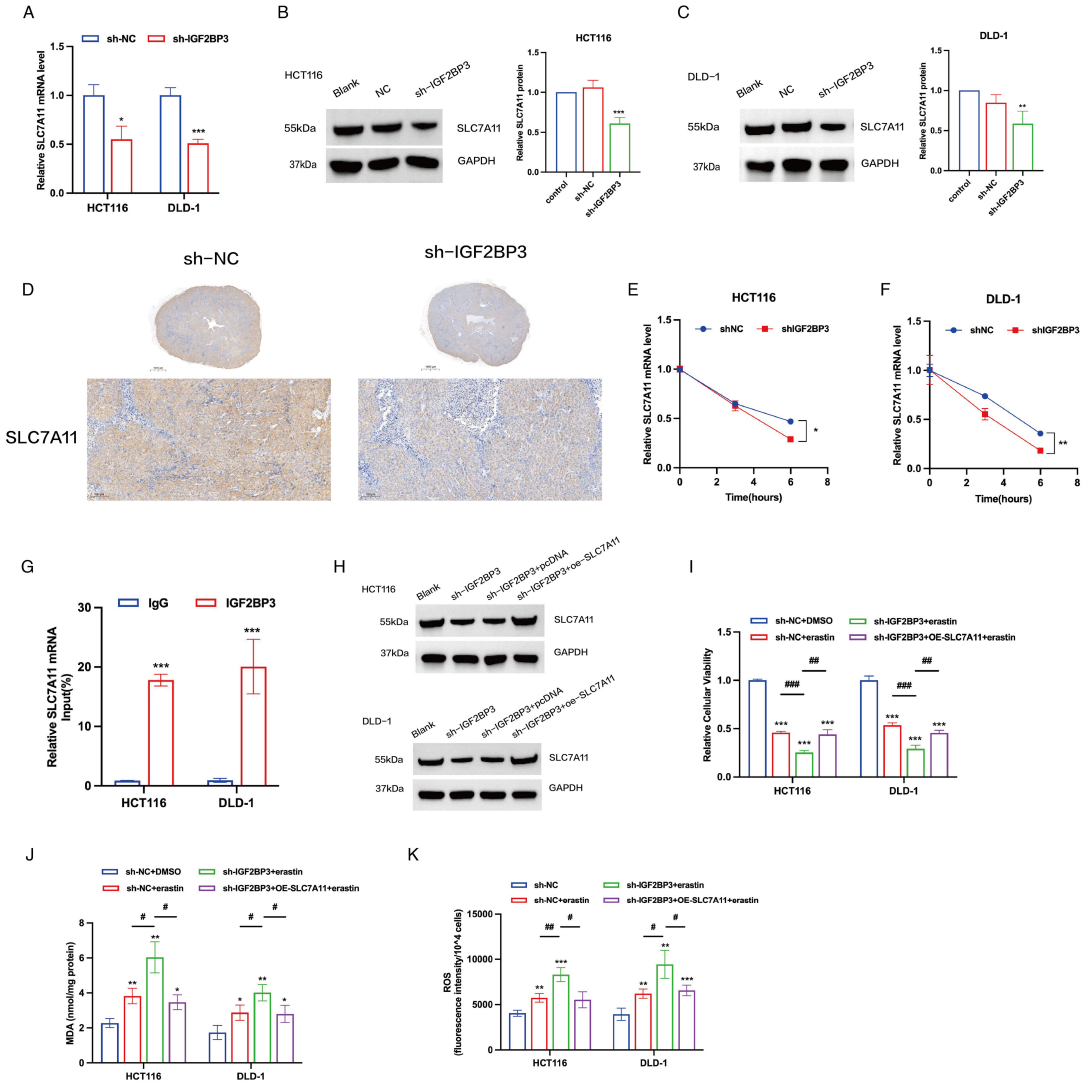
IGF2BP3 regulates ferroptosis in colon cancer cells by regulating the stability of SLC7A11 mRNA. **(A)** mRNA expression levels of SLC7A11 in control cells and cells with IGF2BP3 knockdown. **(B, C)** Representative WB images of SLC7A11 in control cells and cells with IGF2BP3 knockdown. **(D)** IHC staining was performed for the detection of SLC7A11. **(E, F)** The mRNA stability and degradation halftime of SLC7A11 in HCT116 and DLD-1 treated by Actinomycin D. **(G)** RIP experiments using control IgG and anti-IGF2BP3 antibodies to examine IGF2BP3 binding to SLC7A11 mRNA. **(H)** Representative WB images of SLC7A11 in control cells, cells with IGF2BP3 knockdown and cells with SLC7A11 overexpression. **(I-K)** Relative cellular viability **(I)**, MDA levels **(J)** and intracellular ROS levels **(K)** of HCT116 and DLD-1 cells under the indicated conditions with treatment of erastin (15 μM, 24 h; HCT116) or erastin (10 μM, 24 h; DLD-1). All experiments were repeated three times, and the data are shown as the mean ± SD. Statistical analysis was performed using t-test **(A-C, G, I-K)**, or two-way ANOVA **(E, F)**. *P < 0.05, **P < 0.01, ***P < 0.001. #P < 0.05, ##P < 0.01, ###P < 0.001.

### miR-98-5p acts as an upstream regulator of IGF2BP3

MicroRNAs (miRNAs) serve as essential modulators influencing the processes of cancer initiation and progression (31). To investigate potential miRNAs that regulate IGF2BP3, we utilized the TargetScan, miRTarBase, and miRDB databases to screen for miRNAs that can target IGF2BP3, identifying 13 candidate miRNAs (**Figure 6A**). Literature research indicated that miR-98-5p might act as an upstream regulator, targeting IGF2BP3 and participating in the ferroptosis process in colon cancer cells. miR-98-5p is notably downregulated in colorectal cancer cell lines (LOVO, HT-29, HCT15, HCT116, SW116) compared to normal cells (22). Additionally, bioinformatics analysis suggested that the ceRNA (LINC02432/hsa-miR-98-5p) risk score was significantly positively correlated with the ferroptosis inhibitory gene set score and SLC7A11 expression is negatively correlated with hsa-miR-98-5p expression (26). Furthermore, previous studies had shown that miR-98-5p could target IGF2BP1 and IGF2BP2 to regulate tumor cell growth (23, 32). To ascertain whether miR-98-5p modulates the expression of IGF2BP3, we conducted transfections of miR-98-5p mimics into HCT116 and DLD-1 cells. Notably, miR-98-5p robustly suppressed IGF2BP3 protein levels (**Figures 6B, C**). Utilizing TargetScan, we compared the sequence of miR-98-5p with the 3′-UTR of IGF2BP3 to identify the putative miR-98-5p binding site within the IGF2BP3 3′-UTR (**Figure 6D**). To validate this interaction, we generated a luciferase reporter vector with either the wild-type (WT) or a mutated (MUT) version of the IGF2BP3 3′-UTR. Subsequent cotransfection of 293T cells with the WT IGF2BP3 3′-UTR reporter plasmid and miR-98-5p mimics resulted in a significant reduction in luciferase activity (**Figure 6E**). However, when the MUT IGF2BP3 3′-UTR plasmid was cotransfected with miR-98-5p mimics into 293T cells, there was no significant change in luciferase activity observed (**Figure 6E**), thereby affirming the specific targeting interaction between miR-98-5p and the IGF2BP3 3′-UTR. We next investigated the impact of miR-98-5p on ferroptosis in colon cancer cells. Utilizing the CCK-8 assay, we found that the introduction of miR-98-5p mimics enhanced the susceptibility of colon cancer cells to erastin-induced cytotoxicity, an effect that was reversible with the ferroptosis inhibitor ferrostatin-1 (**Figure 6F**). Additionally, we assessed the levels of MDA and ROS in miR-98-5p-transfected cells. The data revealed that miR-98-5p overexpression led to an elevation in both MDA and ROS levels, and this influence was attenuated following treatment with ferrostatin-1, restoring normal MDA and ROS levels (**Figures 6G, H**). Overall, our results provide strong evidence that miR-98-5p directly binds to the 3′-UTR of IGF2BP3, downregulating its translation, and thereby promoting ferroptosis in colon cancer cells.

**Figure 6:**
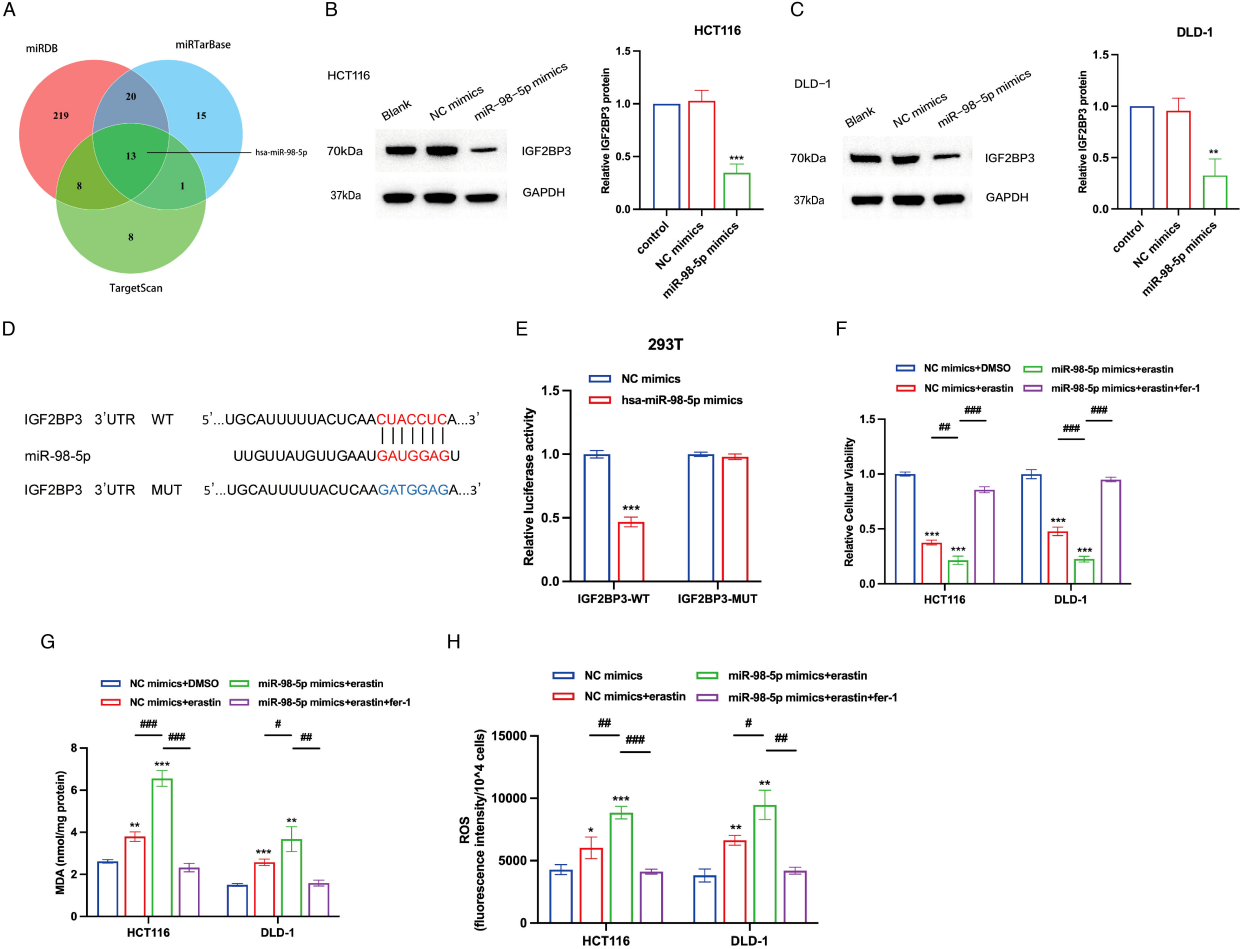
IGF2BP3 is a direct target of miR-98-5p. **(A)** Venn diagram showing the overlap microRNAs from three microRNA prediction algorithms. **(B,C)** Western blotting analysis of IGF2BP3 protein levels in HCT116 and DLD-1 cells treated with miRNA-98-5p mimics or NC mimics. Right panel shows the statistical analysis of the western blot. **(D)** An illustration of the predicted binding site for miR-98-5p in the 3′-UTR of IGF2BP3. **(E)** Luciferase activity assays showing the direct binding efficiency of miR-98-5p and its putative IGF2BP3 3′-UTR target. **(F-H)** Relative cellular viability **(F)**, MDA levels **(G)** and intracellular ROS levels **(H)** of HCT116 and DLD-1 cells under the indicated conditions with treatment of erastin (15 μM, 24 h; HCT116) or erastin (10 μM, 24 h; DLD-1). HCT116 and DLD-1 cells were also treated with or without ferrostatin-1 (2 μM, 24 h). All experiments were repeated three times, and the data are shown as the mean ± SD. Statistical analysis was performed using t-test. *P < 0.05, **P < 0.01, ***P < 0.001. #P < 0.05, ##P < 0.01, ###P < 0.001.

## Discussion

Cancer is defined by the acquisition of traits that enable cells to transition from normal to tumorigenic, with resistance to cell death being a key feature (3). Historically, apoptosis was considered the primary form of regulated cell death (RCD). However, with advances in the study of tumor cell biology, several additional subtypes of RCD have been identified, including necrosis, pyroptosis, ferroptosis, and cuproptosis (33–35). Since the discovery of ferroptosis in 2012 by Scott J. Dixon as a novel, non-apoptotic form of cell death, its role in cancer progression and potential therapeutic applications have garnered increasing attention (36, 37).

Ferroptosis is morphologically characterized by a reduction in mitochondrial volume, rupture of the mitochondrial outer membrane, loss or absence of mitochondrial cristae, and unchanged nuclear size with a loss of chromatin staining (38). The heightened focus on ferroptosis in the realm of oncology is attributed to its acknowledged role as an endogenous tumor suppressor process, along with its therapeutic potential for bolstering antitumor immunity. A growing body of evidence strongly supports the concept that ferroptosis functions as a natural antitumor mechanism, exerting tumor-suppressing effects through interactions with various tumor suppressor genes, specific oncogene mutations, and cancer stem cells (CSCs) (36). For example, p53 plays a crucial role in inhibiting tumor growth and promoting ferroptosis, in part by downregulating the expression of SLC7A11, which is achieved either by directly binding to the SLC7A11 promoter or by interacting with ubiquitin-specific peptidase 7 to reduce histone H2B monoubiquitination on the SLC7A11 promoter (39, 40). Moreover, inhibition or genetic knockout of SLC7A11 significantly impedes the growth of KRAS-mutant tumors, highlighting its essential role in resisting ferroptosis to enable the evasion and the subsequent growth of KRAS-driven tumors (41, 42). Additionally, lung CSCs promote SLC7A11 transcription through the upregulation of the SRY-box transcription factor 2, which confers resistance to ferroptosis (43). Apoptosis serves as a defense against cancer, but cancer cells often evade it due to their inherent capabilities and therapy resistance, making it important to explore non-apoptotic forms of regulated cell death (RCD) as potential therapies. Inducing ferroptosis not only inhibits tumor growth but also shows promise for enhancing immunotherapy responses and overcoming resistance to existing cancer treatments (37).

The data obtained from our study suggest that IGF2BP3 is upregulated in colon cancer tissue samples and is associated with unfavorable clinical prognostic indicators. Silencing IGF2BP3 in colon cancer cell lines enhances their sensitivity to ferroptosis, an effect that can be reversed by the ferroptosis inhibitor ferrostatin-1. Mechanistically, IGF2BP3 promotes ferroptosis by stabilizing the mRNA of SLC7A11, a key ferroptosis regulator, through direct interaction with the mRNA. Although IGF2BP3’s involvement in ferroptosis regulation has been documented in both lung and liver cancers, recent studies emphasize its cancer type-specific regulatory mechanisms mediated by divergent downstream targets (15, 16). In hepatocellular carcinoma, IGF2BP3 stabilizes NRF2 mRNA to inhibit ferroptosis; whereas in lung adenocarcinoma, it modulates multiple anti-ferroptotic regulators such as GPX4, SLC3A2, ACSL3, and FTH1 to confer ferroptosis resistance. Despite these findings, our study has several limitations that should be acknowledged. Firstly, although rescue experiments targeting SLC7A11 demonstrated that IGF2BP3 exerts its regulatory role in ferroptosis through this gene, it remains plausible that IGF2BP3 may concurrently or alternatively regulate ferroptosis via other downstream targets. Secondly, while this study provides evidence supporting IGF2BP3’s role in stabilizing SLC7A11 mRNA, the precise molecular mechanisms governing this interaction remain incompletely characterized.

Notably, the elucidation of IGF2BP3’s regulatory role in ferroptosis provides new insights into potential therapeutic strategies for colon cancer. Recent studies have identified several regulators and inhibitors that can modulate IGF2BP3 expression. For instance, Xu et al. demonstrated that IGF2BP3 attenuates ferroptosis by maintaining m6A-methylated mRNAs encoding anti-ferroptotic factors (15). After screening a compound library of approximately 1800 FDA-approved small molecules, they found that Rigosertib could significantly reduce IGF2BP3 levels (15). Moreover, a recent study showed that the diazepine derivative JQ1 decreases IGF2BP3 expression, which in turn increases the survival rate of Ewing’s sarcoma patients (44). In the future, combination therapies involving traditional chemotherapy drugs and small molecule compounds could be used for drug-resistant colon cancer patients or to enhance therapeutic efficacy, especially in those with high IGF2BP3 expression. However, despite the established knowledge that IGF2BP3 is an RNA-binding protein that interacts with RNA through its KH domain to affect RNA metabolism, there is still a lack of research on the specific mechanisms of action. Consequently, the development of small molecules that selectively disrupt IGF2BP3-RNA interactions remains a challenge.

MicroRNAs (miRNAs) are potent genetic regulators, capable of influencing comprehensive cellular pathways through engagement with numerous target gene transcripts. Our study demonstrates that miR-98-5p directly targets IGF2BP3, thereby enhancing the sensitivity of cells to ferroptosis. Previous research had shown that miR-98-5p inhibits the proliferation of hepatocellular carcinoma (HCC) cells and induces apoptosis, at least partially, through the inhibition of its target gene IGF2BP1 (23). In head and neck squamous cell carcinoma, miR-98-5p suppresses tumor growth by downregulating IGF2BP2, which inhibits cell cycle progression while promoting apoptosis (32). Beyond the aforementioned mechanisms, which reduce the oncogenic effects of IGF2BP3 by influencing its interaction with RNA, the reduction of IGF2BP3 levels through miRNA can also inhibit tumor progression. Therefore, in the future, miRNA-based therapy could provide a potential therapeutic target for patients with high IGF2BP3 expression. However, the primary drawback of miRNA-based therapy remains the challenges of delivery efficiency and accurate targeting of the therapeutic miRNAs to the desired cells *in vivo* (45, 46).

In conclusion, our study reveals that IGF2BP3 regulates ferroptosis in colon cancer cells through SLC7A11, and miR-98-5p modulates ferroptosis in colon cancer cells by interacting with IGF2BP3. These findings provide new insights into potential combined treatment strategies for treating drug-resistant colon cancer patients or improving therapeutic outcomes. Overall, our findings hold substantial clinical applications and suggest that IGF2BP3 could be a promising candidate for therapeutic intervention to improve treatment efficacy in colon cancer.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material. The high-throughput RNA-seq data is available in GEO database (GSE289758).

# Supplementary material for: IGF2BP3 enhances ferroptosis resistance in colon cancer by stabilizing SLC7A11 and is regulated by miR-98-5p
**Source:** Front Oncol. 2025 Jun 3;15:1576895. doi: 10.3389/fonc.2025.1576895
**Supplement:** Supplementary file 1

| **Table S1 General characteristics of colon cancer patients for IHC analysis** | | | | |
| --- | --- | --- | --- | --- |
|  | **Low expression**  **(n=77)** | **High expression**  **(n=76)** | **X^2^/t value** | **P value** |
| Age(y)  Median(SD) | 65.44(12.03) | 66.13(11.13) | -0.368 | 0.713 |
| Sex  Male  Female | 43(55.8%)  34(44.2%) | 49(64.5%)  27(35.5%) | 1.188 | 0.276 |
| Tumor location  Right  Left | 40(51.9%)  37(48.1%) | 33(43.4%)  43(56.6%) | 1.115 | 0.291 |
| Alcohol consumption  No  Yes | 71(92.2%)  6(7.8%) | 66(86.8%)  10(13.2%) | 1.176 | 0.278 |
| Smoking  No  Yes | 60(77.9%)  17(22.1%) | 58(76.3%)  18(23.7%) | 0.056 | 0.813 |
| Hypertension  No  Yes | 44(57.1%)  33(42.9%) | 43(56.6%)  33(43.4%) | 0.005 | 0.944 |
| Diabetes  No  Yes | 60(77.9%)  17(22.1%) | 66(86.8%)  10(13.2%) | 2.094 | 0.148 |
| BMI(kg/m^2^)  BMI＜18.5  18.5≤BMI＜24  24≤BMI＜28  BMI≥28 | 8(10.4%)  36(46.8%)  24(31.2%)  9(11.7%) | 2(2.6%)  45(59.2%)  25(32.9%)  4(5.3%) | 6.844 | 0.077 |
| Abbreviations: IHC: Immunohistochemistry; SD: Standard deviation; BMI: Body mass index. | | | | |

# Supplementary material for: IGF2BP3 enhances ferroptosis resistance in colon cancer by stabilizing SLC7A11 and is regulated by miR-98-5p
**Source:** Front Oncol. 2025 Jun 3;15:1576895. doi: 10.3389/fonc.2025.1576895
**Supplement:** Supplementary file 2

**Table S2 Oligonucleotides used in the experiments.**

| **Gene name** | **Sequence** | | **Application** |
| --- | --- | --- | --- |
| IGF2BP3 | F | 5′-ACTCCTCCCTACCCGCAGTTTG-3′ | primer |
|  | R | 5′-GATGATGGCACCGACTGATAGAGC-3′ |  |
| GAPDH | F  R | 5’-GTGGACCTGACCTGCCGTCTAG-3′  5’-GAGTGGGTGTCGCTGTTGAAGTC-3′ | primer |
| SLC7A11 | F  R | 5’-ACGGTGGTGTGTTTGCTGTCTC-3′  5’-GCTGGTAGAGGAGTGTGCTTGC-3′ | primer |
| sh-NC |  | 5′-TTCTCCGAACGTGTCACGT-3' | sh-RNA |
| sh-IGF2BP3 |  | 5'-GGCTCAGGGAAGAATTTAT-3’ | sh-RNA |
| Mimics NC | S  AS | 5’-UUCUCCGAACGUGUCACGUTT-3′  5’-ACGUGACACGUUCGGAGAATT-3′ | mimics |
| miR-98-5p | S  AS | 5'-UGAGGUAGUAAGUUGUAUUGUU-3'  5'-CAAUACAACUUACUACCUCAUU-3' | mimics |

Abbreviations: F: Forward; R: Reverse; S: Sense; AS: Antisense; NC: negative control; sh-RNA: Short hairpin-RNA

How the deposited data were processed for this re-analysis (not part of the article)

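The deposited data cover 6 RNA libraries of HCT116 cells, 3 with the scrambled control (sh-NC) and 3 with the shRNA against IGF2BP3 (sh-IGF2BP3). The authors deposited a table of raw counts per gene and a table of FPKM values, each with 62710 Ensembl genes on GRCh38. The FPKM values were checked against the counts. Each is the count divided by the library's total and by a gene length that is the same in every library, with 36335 genes having a length that could be computed. Trimming, alignment, counting and the use of strand are not named in the paper's text. The tables do not show how reads that fit several genes were counted.

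The median total was 18483081 counts in sh-NC and 17462661 in sh-IGF2BP3 libraries. The 10 genes with most counts took 6.35% to 8.40% of a library, and mitochondrial genes 5.24% to 7.76%. No read-level data were used, so duplicates and mapping rates were not analysed. Standard deviations and tests across the 3 libraries of a group cover the differences between those libraries, which exceeded counting noise.

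Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with its defaults, normalized by TMM and tested with the quasi-likelihood test (glmQLFit, glmQLFTest), with BH adjustment over all genes tested and no further term in the model. Log2 CPM values used a prior count of 2. The thresholds, a fold change of 1.5 (0.58 on the log2 scale) and an adjusted p of 0.05, are those in the paper's methods, which do not name the tool or a further term. Comparisons of single values used exact permutation tests over all splits of the 6 libraries, and over-representation among the genes called by DESeq2 used Fisher's exact test against the genes that DESeq2 tested.

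The test, the thresholds, the gene lists, the rule for naming genes and the alternatives described in the next paragraph were chosen before the data were examined. The rule was to name 15 genes listed from the paper's text, together with the DEGs with the largest change or the smallest adjusted p and the DEGs of the gene lists. The list left out LINC02432, which the text names, and RSL1D1, which the legend of Fig. 4A names. With 0 DEGs, the rule gave the 15 genes alone, of which 2 were fitted but are left out of the results given, and any other gene is named with the statement that it was chosen after its values were seen. The 7 lists were amino acid transporters, oxidative phosphorylation and ribosomal proteins by gene symbol, targets of ATF4, targets of NRF2 and interferon response genes by name, and 1 further list of targets, whose result is left out. SLC7A11 was kept out of the lists of targets. The lists share few genes: SLC1A4, SLC1A5, SLC3A2, SLC7A5 and SLC38A2 are in both the amino acid transporter and the ATF4 list. Each was tested with camera (correlation 0.01) on log2 CPM, and its median log2 fold change is given. The median over all tested genes was −0.014.

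The alternatives were DESeq2, RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a block, each library left out in turn, limma on log2(FPKM + 1) for genes with a mean FPKM of at least 1, the same with 0.1 in place of 1, the same with no filter, any fold change, a fold change of 1.5 as the null hypothesis, camera with an estimated correlation, and fry. After the trend with GC content was seen, further settings were added: removal of each library's trend with GC content, with GC content and gene length, and with the GC content and length of the principal transcript. The correction for GC content and gene length was also run with the block, without each library, and with fry and the estimated correlation, and DESeq2 was run with the GC and length trends, or the length trend alone, as normalization factors. The trends were splines with 5 degrees of freedom, fitted to each library's deviation from the mean of all libraries. GC content came from the longest GENCODE 29 transcript of each gene and was known for 96.9% of tested genes. A principal transcript was known for 99.9% of the 13140 tested protein-coding genes.

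The tests were tested on simulated data, with counts drawn for 16753 genes of which 200 changed. For 133 genes changed by 2 or 3 fold, edgeR recovered 86.5% and DESeq2 93.2%. With the observed GC and length trends added and 0 genes changed, edgeR called 0 genes and DESeq2 called 256 higher and 102 lower. DESeq2 with the trends as normalization factors called 2 higher and 1 lower, and edgeR with the trends removed called 0 higher and 1 lower. With the trends and 200 changed genes, edgeR recovered 77.4% and called 141 unchanged genes higher and 37 lower, while DESeq2 called 364 and 177 unchanged genes. With the trends removed, edgeR recovered 91.0% and called 4 unchanged genes higher and 5 lower.

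For each model across genes, the test was repeated over the 10 splits of the 6 libraries into 3 and 3. Lists were compared with 10000 random lists matched on length and mean expression, and also on GC content. The shRNA's seed was read as positions 2 to 8 of the antisense strand ATAAATTCTTCCCTGAGCC. Genes overlapping others were taken from the annotation. The qPCR, Western blot, xenograft, IR-PAR-CLIP and patient data of the paper were not analysed here.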

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

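The test of overlapping genes was chosen only after the level of ATP6V0C had been seen.

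ATP6V0C (ENSG00000185883; chromosome 16, 2513952 to 2520218, plus strand, GRCh38), a gene that the paper does not discuss, was at 41.3 and 37.1 CPM in sh-IGF2BP3 1 and 2, but at 0.909 CPM in sh-IGF2BP3 3. In sh-NC 1, 2 and 3 it was at 2.48, 0.248 and 0.204 CPM. Of the genes tested, it was the only one with at least 10 CPM in at least 2 sh-IGF2BP3 libraries and 10-fold more there than in every sh-NC library, the lower of the pair being 15.0-fold above sh-NC 1. The counts were 723, 568 and 16 in sh-IGF2BP3 1, 2 and 3, and 44, 6 and 4 in sh-NC 1, 2 and 3. The log2 fold change was 4.82 (standard error 0.987, adjusted p = 0.103 from edgeR's quasi-likelihood test with BH adjustment), and the groups overlapped (two-sided exact permutation test, p = 0.2).

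The annotation places all of ATP6V0C inside the span of other genes on the same strand. A read there can fit more than 1 gene if exons overlap, and the counting tool then decides where it goes. Overlap was taken from the spans of the genes, here and in the comparison below, and shared exons were not checked. The coding genes ENSG00000260272 (2496032 to 2520218) and ENSG00000259784 (2513965 to 2527955) both overlap it, and neither had more than 2 counts in any library. Among protein-coding genes lying at least 90% inside another gene on the same strand, 28 of 627 (4.47%) had a log2 fold change above 1 with the GC and length trends removed. This held for 31 of 8316 genes (0.373%) free of such overlap (Fisher's exact test, two-sided, p = 1.88e-17, genes not being independent), and for 14 of 619 genes (2.26%) overlapped by at least 50% on the opposite strand. Falls by more than 1 were also more frequent inside another gene, at 1.28% against 0.806% of genes free of overlap. The excess was thus not in rises alone, but was larger there. Reads shared with overlapping genes may contribute to rises of this kind, with libraries differing in how many such reads were kept. The explanation covers part of the pattern, since of the 20 rising coding genes with the smallest p, 3 lay inside another gene. How reads were assigned was not tested, as the counts do not hold it. SRXN1, chosen after its values were seen, also lies inside other genes and was at 31.2, 27.5 and 5.74 CPM in sh-IGF2BP3 1, 2 and 3, against 4.46, 2.69 and 2.71 CPM in sh-NC 1, 2 and 3.

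GC content is no full account, since ATP6V0C had a log2 fold change of 4.19 with the GC and length trends removed. A rise caused by the knockdown stays open but untested, and sh-IGF2BP3 3, with an IGF2BP3 level of 55.8 CPM between the other sh-IGF2BP3 libraries, did not share it.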

How the results depend on the processing

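All settings that remove a trend with GC content or length were chosen after seeing the data, and so were the tests built on them. A first transcript correction, which gave a value for too few coding genes, was replaced and is not reported. Where a result changed, the cause was not tested, apart from the construction of the setting itself.

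The count of 0 genes higher and 0 lower was kept with upper-quartile normalization, the replicate block, FPKM with 0.1 added, FPKM without a filter, any fold change, and 1.5-fold as the null hypothesis. It was 1 and 0 with RLE normalization and with at least 10 counts in every library, and 0 and 1 with log2(FPKM + 1). DESeq2 called 560 higher and 136 lower, and edgeR with no filter on low counts called 687 and 150. Leaving out each library in turn gave 0 to 1739 higher and 0 to 985 lower: 1739 and 985 without sh-NC 1, 1 and 1 without sh-NC 2, 5 and 0 without sh-NC 3, 214 and 14 without sh-IGF2BP3 3, and 0 without sh-IGF2BP3 1 or 2. With the trends removed in edgeR the counts were 0 in each correction, with 1961, 1912 and 1981 genes at an unadjusted p under 0.05 for GC, GC and length, and transcript GC and length. DESeq2 called 76 and 8 with the GC and length trends as factors, and 463 and 84 with the length trend alone. With the GC and length trends removed, leaving out each library gave 0 to 656 higher and 0 to 145 lower (656 and 145 without sh-NC 1, and 3 and 0 without sh-IGF2BP3 3).

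IGF2BP3 stayed lower and above an adjusted p of 0.05 under every setting run for it. Its log2 fold change was −0.60 to −0.53 over the alternatives without a trend correction, −0.66 to −0.46 with each library left out, and −0.24, −0.20 and −0.18 with the GC, GC and length, and transcript trends removed. With the GC and length trends removed, it was −0.35 to −0.044 across the fits without each library, the first without sh-NC 3 and the last without sh-NC 1.

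SLC7A11 was lower under every setting run for it. It passed an adjusted p of 0.05 with DESeq2 (−0.98, adjusted p = 0.000759), with no filter on low counts (−0.99, 0.00212) and with DESeq2 and the length trend (−0.83, 0.00488), where the adjusted p ranged from 0.000759 to 0.965 over all settings. Leaving out each library gave −1.07 to −0.88, with adjusted p of 0.00273 without sh-NC 1, 0.0446 without sh-IGF2BP3 3 and up to 0.426 otherwise. With the GC and length trends removed, it was −0.67 to −0.48 across the fits without each library (edgeR adjusted p from 0.0789 to 0.965).

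The amino acid transporter list stayed lower in every fit. Its camera test passed with the GC trend (−0.18, adjusted p = 0.00465) or the GC and length trends (−0.19, 0.0144) removed, and did not with the transcript trends (−0.15, 0.0508). It ranged from −0.26 to −0.11 with each library left out, the last without sh-IGF2BP3 2, and passed without sh-NC 3 (−0.23, 0.0194) and without sh-IGF2BP3 1 (−0.25, 0.0285). With the GC and length trends removed, it ranged from −0.27 without sh-NC 3 to −0.024, and no longer passed without sh-NC 1 (−0.024, 0.141), sh-NC 2 (0.0872), sh-IGF2BP3 2 (0.0590) or sh-IGF2BP3 3 (0.0550). The oxidative phosphorylation and ribosomal protein lists, at 0.56 each, did not pass with an estimated correlation (0.490 each) or fry (0.196 each). The same tests with the GC and length trends removed gave 0.478 and 0.202 for these lists, at 0.48 each, and for the amino acid transporter list, at −0.19. Every other setting run for the lists, which left out DESeq2, FPKM with 0.1 added and FPKM without a filter, kept them higher and past the threshold, at 0.40 to 0.74 and 0.34 to 0.77 with each library left out, and 0.35 to 0.64 and 0.31 to 0.65 with the GC and length trends removed as well. The lowest values of the ribosomal list came without sh-IGF2BP3 2, and the transcript trends took the lists to 0.27 and 0.23.

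Among the other genes listed from the paper's text, with 2 genes left out, 86 values under the alternatives that used all 6 libraries and no trend correction kept their direction and side of the threshold, and 1 did not, as FTH1 passed with no filter on low counts. With trends removed, again with all 6 libraries, 17 values changed direction and 43 kept direction and side. IGF2BP1 had no adjusted p in DESeq2 or in DESeq2 with the length trend, so it is counted there by direction alone. ACSL3, −0.21 at first, was 0.10 with the GC trend removed, 0.19 with GC and length, 0.13 with the transcript trends, 0.20 with DESeq2 and GC and length, and 0.013 with DESeq2 and length. MKI67, from −0.16, was 0.012, 0.13, 0.020 and 0.039 with GC and length, the transcript trends, DESeq2 with GC and length, and DESeq2 with length. SLC3A2, from 0.19, was −0.092, −0.049, −0.10 and −0.042 with GC, GC and length, the transcript trends, and DESeq2 with GC and length, and GPX4 was −0.023 with the transcript trends. With a library left out, IGF2BP1 ranged from −0.49 to 0.71 (negative without sh-NC 1 or sh-IGF2BP3 1) and SLC3A2 from −0.020 to 0.31 (negative without sh-IGF2BP3 1). FTH1 ranged from 1.56 to 2.51 and passed without sh-NC 1 or sh-IGF2BP3 3, and GPX4 (0.74) and GAPDH (0.74) passed without sh-NC 1.

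The replicate numbers do not pair the libraries: the deviations of libraries with the same number from their group means had correlations of −0.28, −0.19 and −0.04 across genes. With the replicate block, 0 genes were called, IGF2BP3 was at −0.54 and SLC7A11 at −0.99. The replicate block with the GC and length trends removed gave 0 genes, IGF2BP3 at −0.20, SLC7A11 at −0.56, the amino acid transporter list at −0.15 (camera, adjusted p = 0.0224), and ACSL3 at 0.22, MKI67 at 0.026 and SLC3A2 at −0.041, the last 3 with a changed direction.

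With 3 libraries per group, single values cannot reach a permutation p below 0.1. Depth limits SOX2, which had 18 counts in all and was not tested, and IGF2BP1, which had 159 counts in all, gave no value with at least 10 counts in every library and had no adjusted p in DESeq2. It also limits SLC1A2, with 105 counts in all and no adjusted p in DESeq2.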

Differences from the paper's values

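No cause of the differences is tested in this section, and settings chosen after seeing the values are named as such. GC content and gene length are taken up under Other observations as causes of the number of genes called. The thresholds are the paper's.

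With the paper's thresholds, edgeR called 0 genes higher and 0 lower, with 2283 higher and 1431 lower at an unadjusted p under 0.05. The paper's volcano plot gives about 560 higher and about 140 lower (Fig. 4A, rounded). Of the 17 alternatives set before the data were examined, 2 were within 1.5-fold of the paper's counts in both directions. DESeq2 was the closest, with 560 higher and 136 lower, and edgeR with no filter on low counts gave 687 and 150. The other 15 differed, with 0 to 1739 genes higher and 0 to 985 lower. DESeq2 with the length trend as factors, chosen after seeing the values, gave 463 higher, within 1.5-fold of the paper's count, and 84 lower, which was not. The edgeR fit with the GC and length trends removed and without sh-NC 1, also chosen after seeing the values, gave 656 and 145, both within 1.5-fold. The other settings chosen after seeing the values gave at most 76 higher and 8 lower.

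IGF2BP3 in sh-IGF2BP3 libraries was at 0.688 of its sh-NC level, where the paper's qPCR shows about 0.24 in HCT116 cells (Fig. 2B, read by eye). The measures differ, as one is from sequencing and the other from qPCR. All 15 alternatives set before the data were examined differed from the paper's value, with 0.633 to 0.728. The settings that remove GC and length trends, chosen after seeing the values, gave 0.752 to 0.881 with all 6 libraries. Where a library was also left out after removing the GC and length trends, the log2 fold change was −0.35 to −0.044, a smaller decrease than in the paper as well.

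The paper lists SLC7A11 among the genes shared by its RNA-seq calls and the other sources (Fig. 4F). Here its log2 fold change was −0.996 with an adjusted p of 0.103 (edgeR quasi-likelihood test, BH adjustment), so it was not called. It was called with DESeq2 (adjusted p = 0.000759), with no filter on low counts (0.00212), without sh-NC 1 (0.00273), without sh-IGF2BP3 3 (0.0446), and with DESeq2 and the length trend (0.00488), the last chosen after seeing the values. Over all its settings the adjusted p ranged from 0.000759 to 0.965. The level of SLC7A11 was 0.501 of its sh-NC level, where a figure of the paper shows about 0.55 in HCT116 cells. The measures differ, as the paper's levels of SLC7A11 after knockdown (Fig. 5A-C) come from qPCR and Western blotting, not from sequencing. The 15 alternatives set before the data were examined gave 0.476 to 0.545. The settings that remove GC and length trends, chosen after seeing the values, gave 0.561 to 0.725 with all 6 libraries.

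The paper's enrichment plots rest on its DEGs and show terms on the ribosome, oxidative phosphorylation and amino acid transport (Fig. 4B, Fig. 4D). With 0 genes called by edgeR, and 3714 at an unadjusted p under 0.05, no such enrichment could be computed from that test. From the genes called by DESeq2, Fisher's exact test gave 13 of 84 ribosomal protein genes higher, 11 of 79 oxidative phosphorylation genes higher and 3 of 24 amino acid transporters lower.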

Other observations

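The tests of GC content, of transcript length, of the GC slopes, of a mislabelled sample and of other splits were chosen only after the results were seen, apart from the splits for the number of DEGs.

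The number of genes called depended on how the trend with GC content was treated. Once the GC and length trends were used as factors, DESeq2 called 84 genes in place of 696, and 63 of the 84 were among the 696. In simulated counts with these trends and 0 changed genes, DESeq2 called 256 genes higher and 102 lower, so GC content may account for a large part of the genes called by DESeq2. Gene length alone is argued against as the whole cause, since DESeq2 still called 463 genes higher with the length trend removed. An interferon response to the vector or hairpin was tested with a list of 25 genes, whose median log2 fold change was −0.20 with 7 genes higher (camera, two-sided, adjusted p = 0.510), or −0.015 with 13 higher once GC and length trends were removed. A response of these genes and no response cannot be told apart, because the members went both ways. For the seed of the shRNA, the 2341 of 13111 genes with the site GAATTTA in their 3′ UTR had a mean log2 fold change lower by a difference of −0.02. This was at percentile 2.14 among 140 sites of the same composition, of which 3 were as low, itself included. Seed off-targets may thus contribute, but a shift of this size is far below the threshold, and it is downward while most of the genes called by DESeq2 were higher.

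What made the GC trend is open. The slopes per 10 percentage points of GC content were −0.05, −0.23 and −0.21 in sh-NC 1, 2 and 3, and 0.35, 0.15 and −0.01 in sh-IGF2BP3 1, 2 and 3 (two-sided exact permutation test, p = 0.1, the smallest possible). A shift that depends on the knockdown and a difference in library preparation cannot be told apart with 3 libraries per group, and neither the labels nor the paper give a library batch. The paper describes a stable HCT116 line for the knockdown and another for the control. Tests between the groups therefore cannot separate the knockdown from any other difference between these lines. The trends in GC content and gene length accounted for 37.4% of the variance of the log2 fold changes. Depth differed by less than 1.5-fold between libraries and the top 10 genes took a similar share of each, 6.35% to 8.40%.

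Other splits of the 6 libraries into 3 and 3 were also tested. All 10 of the 10 splits gave at least as many DEGs in edgeR as the real split's 0. No split can give fewer than 0, so this comparison cannot say whether the real split stands out. For the number of genes called by DESeq2, 1 of the 10 splits, the real one, reached 696, and the next had 326 and 234. For genes with an unadjusted p under 0.05, 1 of the 10 reached the real 3714. With the GC and length trends removed, 2 of the 10 had as many genes with an unadjusted p under 0.05 as the real 1912. The other split set sh-NC 1, sh-IGF2BP3 2 and sh-IGF2BP3 3 against the rest and gave 4424, with 558 genes called by edgeR. With DESeq2 and the GC and length factors, 2 of the 10 reached the real 84, and this same split gave 1064. For the amino acid transporter list, 1 of the 10 splits had a median as far from 0 as the real one. For the oxidative phosphorylation list it was 2 of the 10 and for the ribosomal protein list 2 of the 10, with 0.59 and 0.60 for sh-NC 1, sh-IGF2BP3 1 and sh-IGF2BP3 2 against the rest. With 10 splits no share can be under 0.1.

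The sterol genes INSIG1, HMGCS1 and IDI1, chosen after their values were seen, followed the split that set sh-NC 1, sh-IGF2BP3 2 and sh-IGF2BP3 3 apart. INSIG1 was at 244, 57.3 and 66.7 CPM in sh-NC 1, 2 and 3, and at 56.9, 253.5 and 291 CPM in sh-IGF2BP3 1, 2 and 3. HMGCS1 was at 253, 87.9 and 88.3 CPM in sh-NC 1, 2 and 3, and at 83.0, 257 and 245 CPM in sh-IGF2BP3 1, 2 and 3. IDI1 was likewise higher in those 3 libraries than in each of the others.

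For the lower level of SLC7A11, regulators of its transcription were tested by their other targets. The NRF2 target list of 18 genes had a median log2 fold change of 0.41 with 11 genes higher (camera, adjusted p = 0.0258), and 0.18 with 16 higher once the GC and length trends were removed. Lower NRF2-driven transcription would have lowered them, and no fall of the list was seen. Its rise is less sure, as fry gave an adjusted p of 0.196, or 0.202 with the GC and length trends removed. Among random lists matched on GC content, length and expression, the NRF2 list was at percentile 94.5. SRXN1 (2.71), chosen after its values were seen, and FTH1 (1.88) rose most, and the members went both ways before the trends were removed. The ATF4 target list of 28 genes had a median of −0.0087 (camera, adjusted p = 0.510), or −0.14 with 9 higher and an adjusted p of 0.0689 once the GC and length trends were removed. Among random lists matched on GC content, length and expression, the ATF4 list was at percentile 0.87. Lower ATF4-driven transcription and its absence cannot be told apart, as the members went both ways. GC content may account for part of the lower SLC7A11 level, with a log2 fold change of −0.56 in place of −0.996 once the GC and length trends were removed. From these counts, whether it accounts for all of it cannot be told apart from a real decrease. The groups did not overlap under that correction but did with the transcript trends removed, at −0.46. The paper also reports lower SLC7A11 mRNA in HCT116 and DLD-1 cells by qPCR, a measure outside these library trends. Those qPCR data, not analysed here, argue against the GC content trend as the whole cause. An effect of IGF2BP3 on the SLC7A11 mRNA, which the paper proposes, stays among the open explanations. SLC7A11-AS1, chosen after its values were seen, fell by 1.02 on the log2 scale, and reads from the opposite strand were not separable here.

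The lower level of IGF2BP3 was in line with GC content as a contributor, since the log2 fold change was −0.20 with overlapping groups once the GC and length trends were removed (unadjusted p = 0.274 from edgeR's quasi-likelihood test). The correction removes any change that follows GC content, real or technical, so a knockdown of modest size stays open too.

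For the oxidative phosphorylation and ribosomal protein lists, gene length was tested with random lists matched on length and mean expression. Both lists were at percentile 100 of these, whose medians were 0.28 and 0.30 against 0.56. Short transcripts and GC content were tested by removing the transcript trends, which left medians of 0.27 with 70 of 82 genes higher (camera, adjusted p = 1.79e-08) and 0.23 (adjusted p = 5.29e-08, both in ranges that reach 0.490 over their alternatives). With fry or an estimated correlation, neither list passed, before or after removing the GC and length trends. The fitted trends thus left part of the shift, and the reduction leaves both open as a part of the cause. Camera with a preset correlation and the matched lists take little account of genes that move together, so they cannot exclude either as the whole cause. With the transcript trends removed, sh-IGF2BP3 3 still lay below sh-NC 1 in both lists (two-sided exact permutation test on the library medians, p = 0.2). A shift common to sh-IGF2BP3 1 and 2 that sh-IGF2BP3 3 does not share stays open, whether from the cells or from the libraries, and reads shared with the many ribosomal pseudogenes were not tested.

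For the amino acid transporter list, the median was −0.19 with the GC and length trends removed, and among random lists matched on GC content, length and expression the list was at percentile 0.02. Matched on transcript GC and length it was at percentile 0.18, but the camera test with the transcript trends removed gave an adjusted p of 0.0508 (0.000669 to 0.490 over all alternatives). GC content as the whole cause and a further decrease therefore cannot be told apart, since the corrections fell on both sides of the threshold and the median was −0.024 without sh-NC 1.

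Of the 15 pairs of libraries, sh-NC 1 and sh-IGF2BP3 3 were the most similar (chi-square per degree of freedom 10.1, Pearson correlation 0.989 across genes). A mislabelled sample would carry the IGF2BP3 level of the other group. Instead, sh-IGF2BP3 3 had 55.8 CPM, between the other sh-IGF2BP3 libraries, and sh-NC 1 had 90.3 CPM, the highest of all. Their SLC7A11 levels, 104 and 187 CPM, also lay with their own groups, which argues against an exchange of these samples.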
